# Spatial specificity of auxin responses coordinates wood formation

**DOI:** 10.1038/s41467-018-03256-2

**Published:** 2018-02-28

**Authors:** Klaus Brackmann, Jiyan Qi, Michael Gebert, Virginie Jouannet, Theresa Schlamp, Karin Grünwald, Eva-Sophie Wallner, Daria D. Novikova, Victor G. Levitsky, Javier Agustí, Pablo Sanchez, Jan U. Lohmann, Thomas Greb

## Abstract

Spatial organization of signalling events of the phytohormone auxin is fundamental for maintaining a dynamic transition from plant stem cells to differentiated descendants. The cambium, the stem cell niche mediating wood formation, fundamentally depends on auxin signalling but its exact role and spatial organization is obscure. Here we show that, while auxin signalling levels increase in differentiating cambium descendants, a moderate level of signalling in cambial stem cells is essential for cambium activity. We identify the auxin-dependent transcription factor ARF5/MONOPTEROS to cell-autonomously restrict the number of stem cells by directly attenuating the activity of the stem cell-promoting *WOX4* gene. In contrast, ARF3 and ARF4 function as cambium activators in a redundant fashion from outside of *WOX4*-expressing cells. Our results reveal an influence of auxin signalling on distinct cambium features by specific signalling components and allow the conceptual integration of plant stem cell systems with distinct anatomies.

## Abstract (web summary)

Auxin activity controls plant stem cell function. Here the authors show that in the cambium, moderate auxin activity restricts cambial stem cell number via ARF5-dependent repression of the stem‐cell‐promoting factor WOX4, while ARF3 and ARF4 promote cambial activity outside of the WOX4‐expression domain.

## Introduction

In multicellular organisms, communication between cells is essential for coordinated growth and determination of cell fate. In plants in particular, the flexible regulation of cellular properties by hormone signalling is important throughout the whole life cycle. This is because plants are sessile and continuously adapt their growth and development to their local environment. The basis of this plastic growth mode are local stem cell niches at the tips and along plant growth axes, called meristems^1^. The tip-localized shoot and root apical meristems (SAM and RAM, respectively) are essential for primary, or longitudinal, growth of shoots and roots, respectively. In turn, the vascular cambium is the predominant lateral meristem forming a cylinder of indeterminate stem cells at the periphery of growth axes and mediating radial growth by producing the vascular tissues phloem and xylem in a bidirectional manner^2,3^. This production is the basis of wood formation and is thus essential for the accumulation of a large proportion of terrestrial biomass.

The plant hormone auxin plays pivotal roles in local patterning and maintenance of stem cell niches in the SAM and RAM. In the SAM, auxin signalling is low in stem cells and increases during recruitment of cells for organ formation^4–6^. Cell wall modulation and the formation of vascular strands are two aspects promoted by auxin in this context^7,8^. In contrast, a maximum of auxin signalling is present in the quiescent centre, and the surrounding stem cells in the RAM and cell differentiation is, at least partly, driven by a decrease in signalling levels^9,10^. Therefore, the functions of auxin in both meristems are different and adapted to distinct niche requirements.

For the cambium, the role of differential auxin signalling along the radial sequence of tissues is still obscure. In *Arabidopsis* stems, apex-derived auxin is transported basipetally and distributed laterally across the cambial zone by the auxin exporters PIN-FORMED1 (PIN1), PIN3, PIN4 and PIN7^11,12^. Indeed, direct auxin measurements in *Populus* and *Pinus* trees showed that the concentration of the major endogenous auxin indole-3-acetic acid (IAA) peaks in the centre of the cambial zone and gradually declines towards differentiating xylem and phloem cells^13–15^. This observation prompted the idea that, in analogy to the situation in the RAM, radial auxin concentration gradients contribute to the transition of cambium stem cells to secondary vascular tissues^16,17^. Consistently, ubiquitous repression of auxin responses by expressing a stabilized version of the auxin response inhibitor PttIAA3 reduces the number of cell divisions in the cambium region of hybrid aspen trees^18^. In addition, however, the zone of anticlinal cell divisions characteristic for cambial stem cells is enlarged in PttIAA3-overexpressing trees. This suggests that auxin signalling not only promotes cambium proliferation but also spatially restricts stem cell characteristics within the cambium area^12,18,19^. Indeed, especially xylem formation is associated with a local increase of auxin signalling in other contexts^10,20–22^ that supports a role of auxin in the recruitment of cells for differentiation similarly as in the SAM. Therefore, it is currently unclear whether auxin signalling is predominantly associated with stem cell-like features or cell differentiation in the context of radial plant growth or how a positive effect on cambium proliferation and on the differentiation of vascular tissues is coordinated.

As a central cambium regulator, the WUSCHEL-RELATED HOMEOBOX4 (WOX4) transcription factor imparts auxin responsiveness to the cambium^23^. Equivalent to the role of WUSCHEL (WUS) and WOX5 in the SAM and RAM^24,25^, respectively, WOX4 activity maintains stem cell fate^23,26^. In turn, *WOX4* transcription is stimulated by the leucine-rich repeat receptor-like kinase (LRR-RLK) PHLOEM INTERCALATED WITH XYLEM (PXY). Importantly, the expression domains of the *WOX4* and *PXY* genes presumably overlap and are considered to mark cambium stem cells^23,26–28^. However, a bipartite organization of the cambium zone was shown recently with *PXY* being expressed only in the proximal (xylem-facing) part^29^. Whether this organization reflects the existence of two distinct stem cell pools feeding xylem and phloem production, respectively, has still to be determined.

Here we identify functional domains of auxin signalling in the *Arabidopsis* cambium by local short-term modulation of auxin biosynthesis and signalling. We reveal that, while cambial stem cells do not appear to be a site of elevated auxin signalling, auxin signalling in these cells is required for cambium activity. By analysing transcriptional reporters and mutants of vasculature-associated AUXIN RESPONSE FACTORs (ARFs), we identify ARF3, ARF4 and ARF5 as cambium regulators with different tissue-specificities as well as distinct roles in cambium regulation. Remarkably, whereas ARF3 and ARF4 act redundantly as more general cambium promoters, ARF5 acts specifically in cambium stem cells. In-depth analysis of the auxin- and ARF5-dependent transcriptome in those cells, together with protein–DNA binding assays and genetic analyses, demonstrates that the ARF5-dependent attenuation of *WOX4* is an essential aspect of auxin signalling during cambium regulation.

## Results

### Auxin responses in stem cells stimulate cambium activity

In *Arabidopsis* stems, the activity of the common auxin response marker *pDR5rev:GFP*^30^ was detected in vascular tissues (phloem and xylem) and cortical cells prior and during cambium initiation (Fig. 1a, Supplementary Fig. 1a)^23^. However, there was no overlap with *pWOX4:YFP*^23^ or *pPXY:CFP*^28^ reporter activities, the two canonical markers for cambium stem cells (Fig. 1a–c, Supplementary Fig. 1a-c)^23^. This suggested that auxin signalling in stem cells occurs at low levels or is even absent. To decide between both possibilities, we generated a plant line expressing an endoplasmatic reticulum (ER)-targeted Yellow Fluorescent Protein (YFP) under the control of the high-affinity *DR5revV2* promoter, which recapitulated the pattern of *DR5revV2* activity previously reported in roots (Supplementary Fig. 1d-f)^31^. In the second internode of elongated shoots, *pDR5rev:GFP* and *pDR5revV2:YFP* activities were congruent but *pDR5revV2:YFP* activity also included the whole cortex as well as cambium cells marked by *pPXY:CFP* activity (Supplementary Fig. 1g-i). Immediately above the uppermost rosette leaf (denoted as stem base throughout the text), stem anatomy shows a secondary configuration, which is characterized by a continuous domain of cambium activity^23^. At this position, the expression domain of *pDR5revV2:YFP* was again broader than the domain of *pDR5rev:GFP* activity substantially overlapping with *pPXY:CFP* activity (Fig. 1d–f). Based on these observations, we concluded that the auxin signalling machinery is active in *PXY*-positive cambial stem cells.

**Fig. 1:**
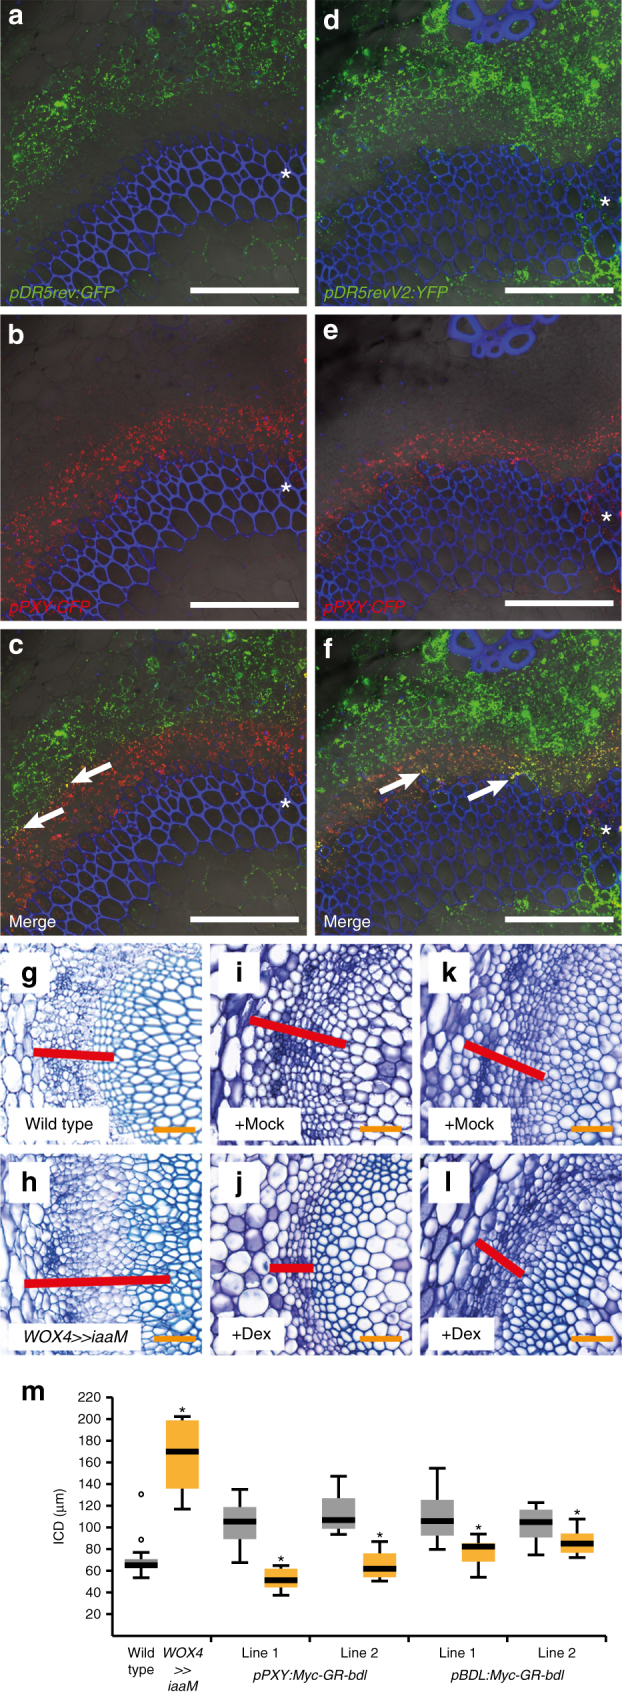
: Auxin signalling is required in cambium stem cells. **a**–**f** Confocal analyses of stem bases from plants containing the auxin response markers *pDR5rev:GFP* (**a**–**c**) or *pDR5revV2:YFP* (**d**–**f**) and the stem cell marker *pPXY:CFP*. Overlapping foci between *pPXY:CFP* (red) and the respective auxin response marker activities are marked by arrows (**c**, **f**). Asterisks mark the vascular bundles. Size bars represent 100 µm. Propidium iodide (PI) staining in blue. **g**–**l** Toluidine blue stained cross sections at the stem base of wild type (**g**) *pWOX4:AlcR; pAlcA:iaaM* (**h**), *pPXY:Myc-GR-bdl* (**i**, **j**) and *pBDL:Myc-GR-bdl* (**k**, **l**) plants after long-term EtOH (**g**, **h**), mock (**i**, **k**) or Dex (**j**, **l**) treatment. Interfascicular regions are shown and interfascicular cambium-derived tissues (ICD) are marked (red bar). Size bars represent 50 µm. **m** Quantification of ICD tissue extension at the stem base of wild type, *pWOX4:AlcR; palcA:iaaM* (WOX4»iaaM), *pPXY:Myc-GR-bdl* and *pBDL:Myc-GR-bdl* plants after long-term EtOH (wild type and *WOX4»iaaM*), mock (grey) or Dex (yellow) treatment. Student’s *T*-test (*pPXY:Myc-GR-bdl* (line 2) *p* = 9.82E-06 and *pBDL:Myc-GR-bdl p* = 0.001 and *p* = 0.03) or Welch’s *T*-test (wild type and *WOX4»iaaM p* = 9.24E-09 and *pPXY:Myc-GR-bdl* (line 1) *p* = 5.2E-06) were performed comparing wild type and *WOX4»iaaM* and mock and Dex, respectively (Sample sizes *n* = 8–16). The T-bars that extend from the boxes (whiskers) are expected to include 95% of the data. Significance is indicated by asterisks

To see whether auxin levels in *PXY*-positive cells were positively correlated with cambium activity, we used the *WOX4* promoter, whose activity fully recapitulated the *PXY* promoter activity in the cambium (Supplementary Fig. 2a-i), for expressing a bacterial tryptophan monooxygenase (iaaM) in an inducible manner^32^. iaaM converts endogenous tryptophan to the IAA precursor indole-3-acetamide and was used before to boost endogenous IAA levels in *Arabidopsis*^33^. As a read out for cambium activity, we determined the amount of interfascicular cambium-derived (ICD) tissues (Supplementary Fig. 3a, b)^34^. Indeed, ethanol-based iaaM induction substantially stimulated the production of ICD tissues (Fig. 1g, h, m, Supplementary Fig. 3c-g), demonstrating that an increase of auxin biosynthesis in *PXY*-positive stem cells stimulates cambium activity.

To determine to which extent downstream components of the auxin signalling cascade are required in those cells, we blocked ARF activity by expressing a dexamethasone (Dex)-inducible variant of the stabilized AUX/IAA protein BODENLOS (Myc-GR-bdl)^35^ under the control of the *PXY* promoter. Consistent with a role of ARF activity in cambium regulation, Dex treatments of *pPXY:Myc-GR-bdl* plants resulted in a strongly reduced amount of ICD tissues at the stem base (Fig. 1i, j, m) but not in an altered overall growth habit (Supplementary Fig. 3h). Strikingly, Dex-treated *pPXY:Myc-GR-bdl* plants showed an even more pronounced repression of IC activity than the inhibition using the *BDL* promoter^35^ (Fig. 1k, l, m, Supplementary Fig. 3i) whose activity was very broad including also *PXY*-positive cells (Supplementary Fig. 4a-f). These observations indicated that local auxin signalling in *PXY*-positive stem cells stimulates cambium activity.

### *ARF* genes are expressed in cambium-associated cells

To identify ARFs active in cambium stem cells, we mined public transcriptome datasets and found the *ARF3/ETTIN*, *ARF4* and *ARF5/MONOPTEROS* genes to be co-induced with *WOX4* and *PXY* during cambium initiation^23^. Indeed, *pARF3:YFP*, *pARF4:YFP* and *pARF5:YFP* promoter reporters were active in cambium-related cells at the stem base and the second internode (Fig. 2a, d, g, Supplementary Fig. 5a, d, g). However, while *pARF3:YFP* and *pARF4:YFP* reporters were active in rather broad domains including the phloem, the xylem and, partly, *pPXY:CFP*-positive cells (Fig. 2a–f, Supplementary Fig. 5a-f), *pARF5:YFP* was exclusively active in cells marked by *pPXY:CFP* activity (Fig. 2g–i, Supplementary Fig. 5g-i). Moreover, in second internodes, *pARF3:YFP* and *pARF4:YFP* activities were both detected in the starch sheath, the innermost cortical cell layer that is considered to serve as the origin of the IC (Supplementary Fig. 5c, f arrows)^37,38^, while *pARF5:YFP* activity was restricted to vascular bundles (Supplementary Fig. 5i). Indicating also a temporal difference between *ARF3/4* and *ARF5* activities, *pARF3:YFP* and *pARF4:YFP* reporters were active together with *pPXY:CFP* in interfascicular regions at positions approximately 5 mm above the stem base (Supplementary Fig. 6a-f) where cortical cells start dividing to form the IC^34^. In contrast, no *pARF5:YFP* activity was detected in the same cortical cells (Fig. 2j–l). This observation suggested that *ARF5* expression follows the expression of *PXY* during cambium initiation and is not active during early steps of cambium initiation. Consistently, in *pxy-4* mutants where IC formation is largely absent in stems (see below^36^) a *pARF5:mCherry* promoter reporter was only active in vascular bundles but not in interfascicular regions (Supplementary Fig. 6g-i). Taken together, these observations were in line with a role of *ARF3* and *ARF4* as promoters of cambium activity and a role of *ARF5* as a modulator of the established cambium.

**Fig. 2:**
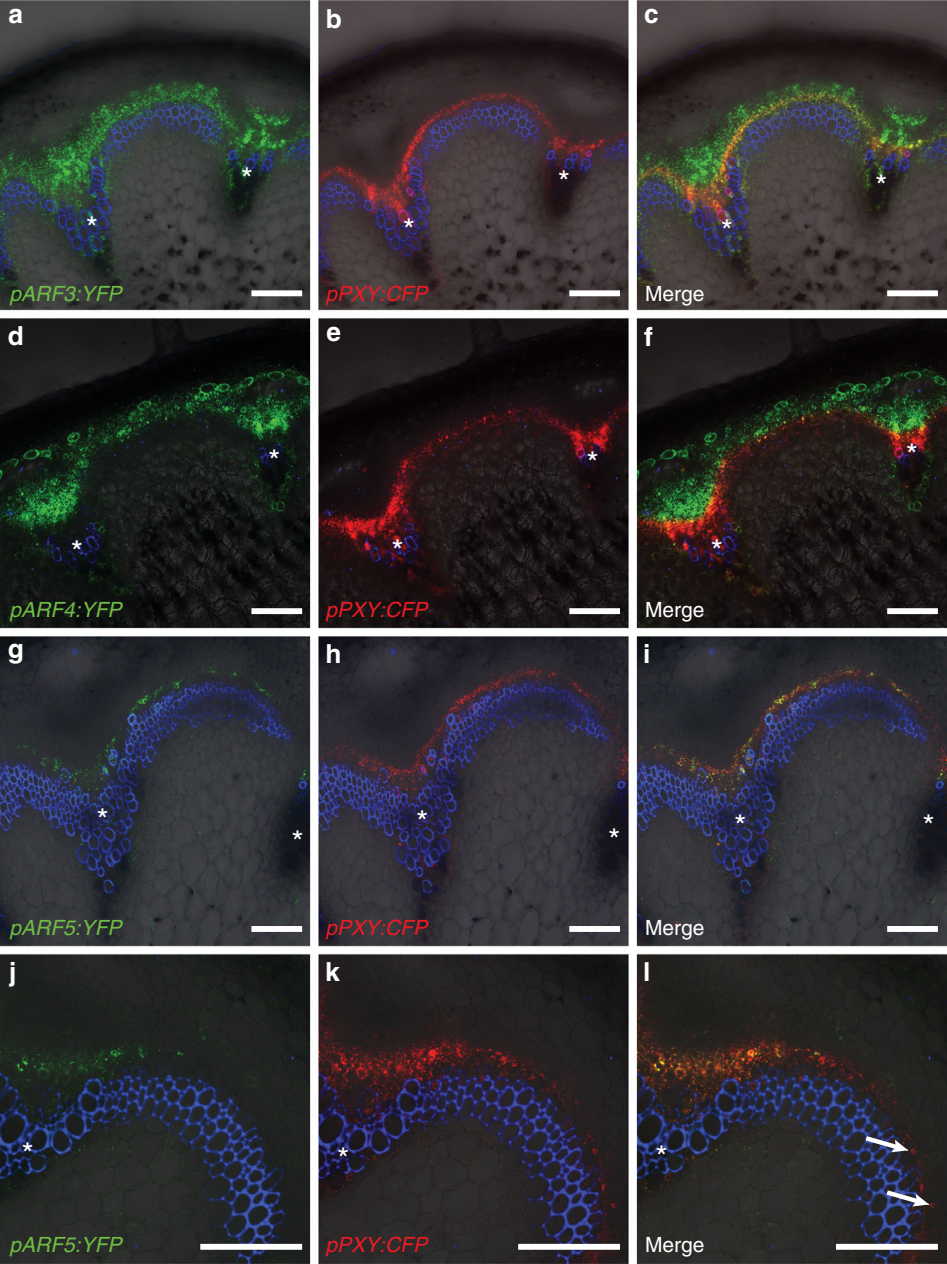
*ARF* genes show distinct expression patterns in the cambium area. **a**–**i** Confocal analyses of stem bases of plants containing *pARF3:YFP* (**a**–**c**), *pARF4:YFP* (**d**–**f**) and *pARF5:YFP* (**g**–**i**), respectively, and the stem cell marker *pPXY:CFP*. Asterisks mark the vascular bundles. Size bars represent 100 µm. **j**–**l** Confocal analyses of cross-sections from 5 mm above the stem base (transition zone) of plants containing *pARF5:YFP* and the stem cell marker *pPXY:CFP*. Arrows mark cells in the interfascicular region displaying CFP (red) but no YFP (green) activity. Size bars represent 100 µm. PI staining in blue

### ARF control of cambium proliferation

To find indications for these roles, we analysed cambium activity in mutants for the respective *ARF* genes (Supplementary Fig. 7a-e). Consistent with a positive effect of *ARF3*, *arf3* mutants^37,39^ showed significantly reduced cambium activity (Fig. 3a, b, e, f, m). This reduction was further increased upon depletion of *ARF4* activity by introducing the *arf4-2* mutation^37^ into the respective *arf3* mutant backgrounds (Fig. 3c, d, g, h, m) although the primary stem conformation was similar as in wild type (Supplementary Fig. 7f-m). Consequently, we concluded that cambium activity is positively regulated by *ARF3* and *ARF4*, which, as in other contexts^37,38^, act in a concerted fashion.

**Fig. 3:**
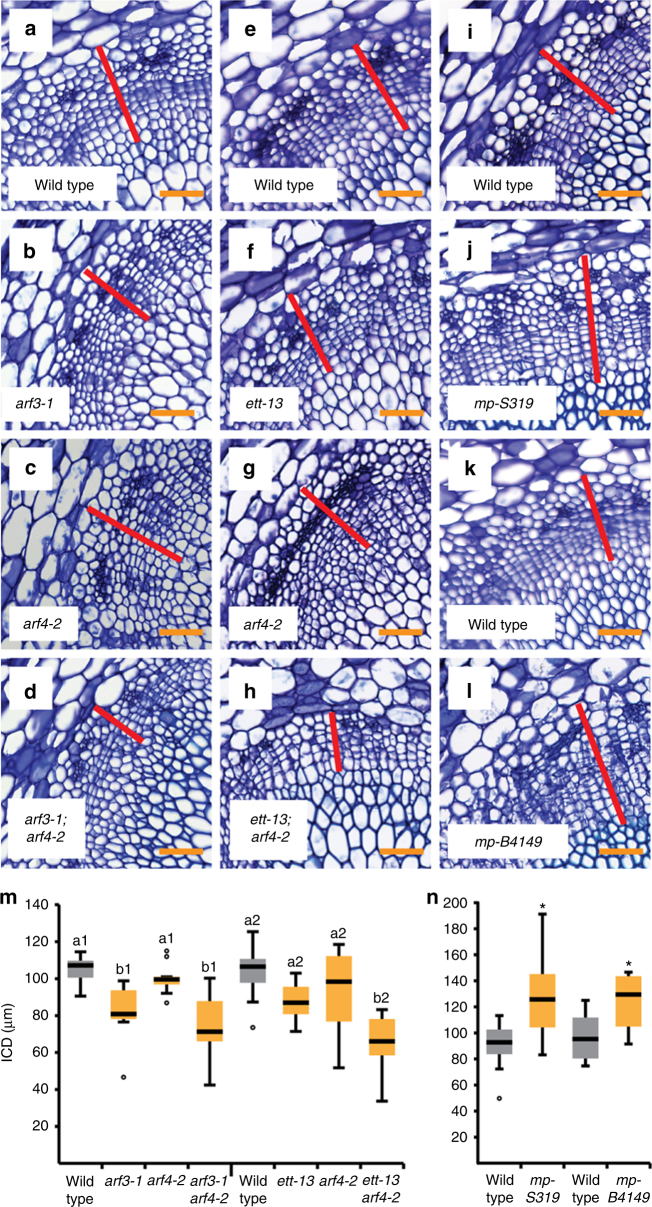
*ARF* genes fulfil opposite functions in cambium regulation. **a**–**l** Toluidine blue-stained cross-sections at the stem base of wild-type and *arf* single and multiple mutant plants. Genotypes are indicated. Interfascicular regions are shown and interfascicular cambium-derived tissues (ICD) are marked (red bar). Size bars represent 50 µm. **m**, **n** Quantification of ICD tissues at the stem base of wild-type, *arf3/4* single and double mutants (**m**) and *arf5/mp* mutant plants (**n**). Statistical groups indicated by letters were determined by one-way ANOVA with post hoc Bonferroni (CI 95%; Sample size *n* = 8–10) (**m**). Student’s *T*-test was performed comparing wild type and *mp-S319* (*p* = 0.003) and wild type and *mp-B4149* (*p* = 0.03), respectively (Sample sizes *n* = 4–12) (**n**). The T-bars that extend from the boxes (whiskers) are expected to include 95% of the data. Significance is indicated by asterisks

In contrast, cambium activity was enhanced in the hypomorphic *arf5* mutant *mp-S319*^40^ (Fig. 3i, j, n, Supplementary Fig. 7a, c, n, o), suggesting that *ARF5* counteracts cambium proliferation. Enhanced cambium activity was also found in *mp-S319* hypocotyls (Supplementary Fig. 7r-t) arguing against the possibility that increased cambium activity was observed in stems due to an earlier cambium initiation in interfascicular regions. To confirm a negative impact of *ARF5* on cambium activity, we generated adult plants of the strong *ARF5* loss-of-function mutant *mp-B4149*, which is usually seedling lethal^41^, and wild-type plants through tissue culture^42,43^ (Supplementary Fig. 7d, e, p, q). Indeed, *mp-B4149* plants showed enhanced ICD formation comparable to *mp-S319* mutants (Fig. 3k, l, n). Further confirming a negative effect of ARF5 on cambium activity, ubiquitous expression of a Dex-dependent GR-ARF5 protein fusion using the 35S promoter^44^ led to significantly reduced tissue production under long-term induction (Fig. 4a–c, j).

**Fig. 4:**
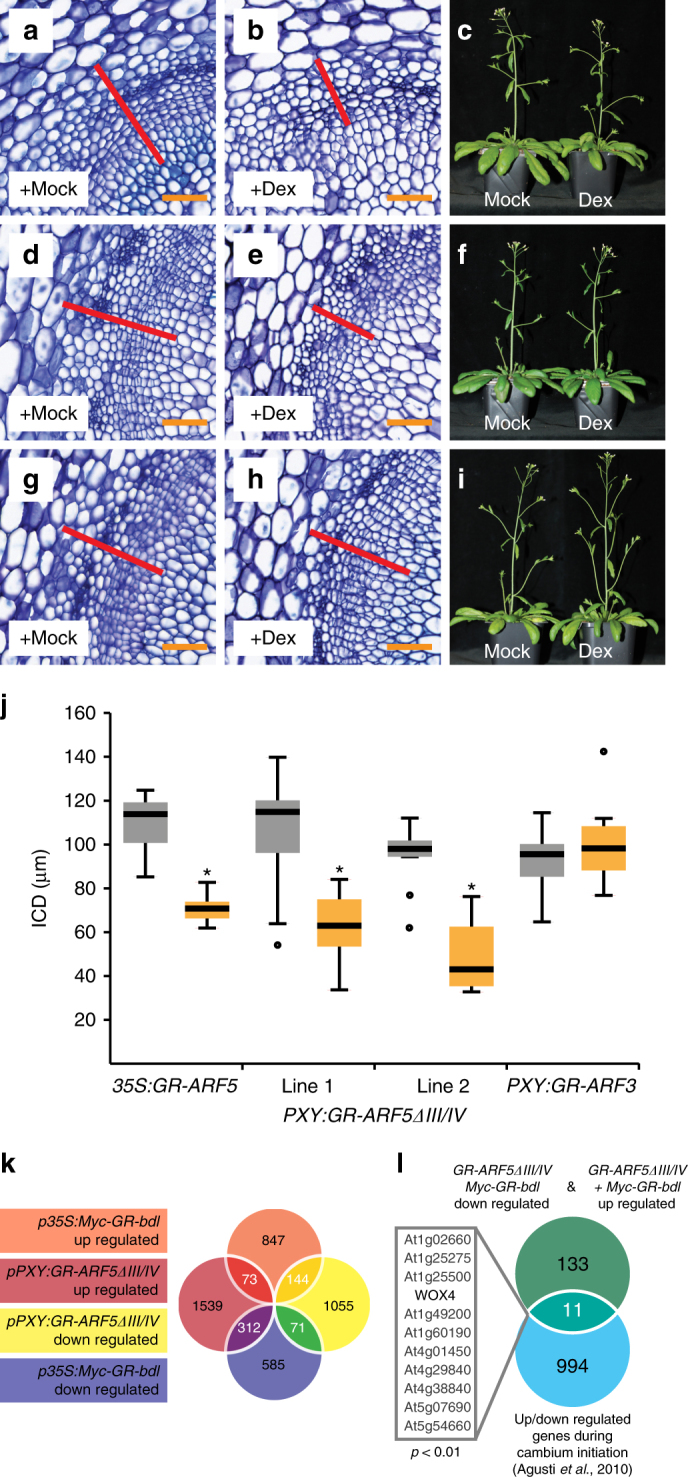
*ARF5* attenuates cambium proliferation. **a**, **b**, **d**, **e**, **g**, **h** Toluidine blue-stained cross-sections at the stem base of *p35S:GR-ARF5* (**a**,** b**), *pPXY:GR-ARF5∆III/IV* (**d**, **e**) and *pPXY:GR-ARF3* (**g**,** h**) plants after long-term mock (**a**,** d**, **g**) or Dex (**b**, **e**, **h**) treatment. Interfascicular regions are shown and ICD tissues are marked (red bar). Size bars represent 50 µm. **c**, **f**,** i** Overview pictures of *p35S:GR-ARF5* (**c**), *pPXY:GR-ARF5∆III/IV* (**f**) and *pPXY:GR-ARF3* (**i**) plants after long-term mock or Dex treatment. **j** Quantification of ICD tissue extension at the stem base of *p35S:GR-ARF5*, *pPXY:GR-ARF5∆III/IV* and *pPXY:GR-ARF3* plants after long-term mock (grey) or Dex (yellow) treatment. Student’s *T*-test (*p35S:GR-ARF5 p* = 3.03E-05, *pPXY:GR-ARF5∆III/IV* (line 2) *p* = 1.34E-05, *pPXY:GR-ARF3 p* = 0.37) and Welch’s *T*-test (*pPXY:GR-ARF5∆III/IV* (line 1) *p* = 9.72E-04) were performed comparing mock and Dex treatment (Sample sizes *n* = 6–10). The *T*-bars that extend from the boxes (whiskers) are expected to include 95% of the data. Significance is indicated by the asterisk. **k** Venn diagram of RNA sequencing results from RNA obtained from second internodes of *p35S:Myc-GR-bdl* and *pPXY-GR-ARF5∆III/IV* plants after mock or Dex treatment. Identifiers of 600 overlapping genes are shown in Supplementary Data 1. **l** Comparison of the 144 unexpectedly acting genes and the group of genes upregulated or downregulated during cambium initiation^36^. Non-random degree of the overlap was tested by using VirtualPlant 1.3 GeneSect with a cut-off *p*-value < 0.05 and the *Arabidopsis thaliana* Columbia (TAIR10) genome as background population

To test whether the identified ARFs function in *PXY*-positive stem cells, we first employed the *PXY* promoter to express GR-ARF5∆III/IV, a truncated variant of ARF5 lacking the domains III and IV releasing it from AUX/IAA-based repression^45^. Indeed, long-term Dex treatment of *pPXY:GR-ARF5∆III/IV* plants resulted in reduced cambium proliferation (Fig. 4d–f, j) indicating a stem cell-specific role of ARF5. In contrast, the same treatment of a *pPXY:GR-ARF3* line did not influence cambium activity (Fig. 4g–i, j, see below) arguing against a rate-limiting role of the non-AUX/IAA-dependent^46^ ARF3 protein in those cells. Collectively, we concluded that ARF3 and ARF4 on one side and ARF5 on the other side represent two subgroups of ARF transcription factors with differences in both their spatio-temporal expression and roles in cambium regulation.

### ARF5 restricts the number of undifferentiated cambium cells

To dissect the ARF5-dependent control of cambium stem cells, we took advantage of the DEX-inducibility of our *pPXY:GR-ARF5∆III/IV* and of a *p35S:Myc-GR-bdl* line. 

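Transcript levels were measured in second internodes of *pPXY:GR-ARF5∆III/IV* plants, in which the *PXY* promoter drives, in cambium stem cells, an ARF5 protein that lacks the domains bound by AUX/IAA repressors and enters the nucleus upon Dex treatment. There were 3 mock-treated and 3 Dex-treated replicates (15 µM Dex, 3 h), for which the methods give 3 plants each in the section on RNA preparation. The deposited description has RNA of 3 samples pooled, and whether a library holds 3 plants or 3 RNA samples is not stated. The RNA was turned into strand-marked libraries and sequenced as single reads from one end. The authors aligned the reads to TAIR10 with CLC Genomics Workbench and deposited, for each gene, the reads over the whole gene, the uniquely mapped reads, the reads over exons and RPKM values. Whether the counting used the strand is not given. The *p35S:Myc-GR-bdl* libraries were not analysed here, and no Dex-treated plants without the transgene were available, so that an effect of Dex itself was not measured.
The libraries held 22871927 to 32099136 reads in 33318 genes. Of these genes, 19347 passed edgeR's filter on low counts and were tested with its quasi-likelihood test after TMM normalization, and levels are given as counts scaled to the library size with that normalization (CPM). Reads of the transgene fall on *ARF5* exons in both groups, so *ARF5* mRNA does not tell mock from Dex libraries. On the first principal component of the log2 CPM, which held 49.4% of the variance, the Dex libraries lay at 30.1 to 44.2, mock replicates 1 and 3 at −50.4 and −50.6 and mock replicate 2 at −9.75. Mock replicate 2 also stood apart on the second component (20.6% of the variance), at −54.1. Across genes, which are not independent replicates, its log2 CPM correlated with those of mock replicates 1 and 3 at 0.9645 and 0.9607 and with those of the Dex libraries at 0.9629 to 0.9643, whereas mock replicates 1 and 3 correlated with each other at 0.9762.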

By determining transcript abundance of the direct ARF5 targets *ATHB8* and *PIN1*^47,48^ at different time points after Dex treatment, 3 h of treatment was identified as being optimal for observing short-term effects on gene activity (Supplementary Fig. 8a, b). After determining genome-wide transcript profiles at that time point, we identified a common group of 600 genes with altered transcript levels in both the *pPXY:GR-ARF5∆III/IV* and the *p35S:Myc-GR-bdl* line (*p* < 0.01 according to Fisher’s Exact Test; Fig. 4k and Supplementary Data 1). 

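After 3 h of Dex treatment, 1295 genes had changed in *pPXY:GR-ARF5∆III/IV* internodes, 895 to a higher and 400 to a lower level, at an adjusted p under 0.05 from edgeR. At least 2-fold changes were seen for 337 of the genes that rose and for 147 of those that fell. The gene *AT3G48230* rose from 0.0575 ± 0.0995 CPM (SD, n = 3, all 4 reads in mock replicate 3) to 20.7 ± 3.2 CPM (SD, n = 3; edgeR, adjusted p = 5.73e-05). Its log2 fold change of 8.40 was 7.80 to 12.09 with 1 library left out, so the size of the rise is not settled. The other 9 of the 10 genes with the largest fitted rise, among those with a Dex mean of at least 1 CPM, had no reads in any mock library. This allows up to 0.0422 CPM (3 counts over the group, counting error only). They are *WOX5*, known for maintaining stem cells of the root tip, *MYB11*, a regulator of flavonol synthesis, *GRP17*, an oleosin-like protein of the pollen coat, *ENODL10*, *BGLU28*, *AT2G03740*, *AT4G16550*, *AT3G47170* and *AT2G26380*, and rose at least 33.8-fold (*AT2G26380*) to at least 217-fold (*AT2G03740*). Their places among the largest rises rest on fitted values and are not settled by these bounds.
Among genes that fell with non-overlapping Dex and mock values and a mock mean of at least 1 CPM, the largest fitted falls were those of *AT1G36060* (log2 fold change −4.76), *LRX2*, a leucine-rich extensin of the cell wall (−4.53), *PRE1*, a small helix-loop-helix protein that promotes cell elongation (−4.13), *P1R1* (−3.79), *AT1G21525* (−3.76), *AT4G08780* (−3.58), *AT4G38825* (−3.50), the peroxidase gene *Prx37* (−3.49), *AT5G04970* (−3.47) and *AT4G16260* (−3.37), with adjusted p from 0.0172 to 0.0483 from edgeR. Only 5.96% of the reads of *AT4G38825* were unique to it. Of these 10 calls, 10 ended without Dex replicate 2, 9 without Dex replicate 1, 9 without Dex replicate 3, 8 without mock replicate 1 and 8 without mock replicate 3 (edgeR, adjusted p = 0.0644 to 0.176). Neither the sizes nor their order are settled, since the log2 fold changes ran with 1 library left out from −5.05 to −2.45 for *LRX2*, from −4.91 to −3.06 for *PRE1*, from −4.31 to −2.50 for *P1R1* and from −5.03 to −2.93 for *Prx37*. Of the 10 genes, 7 did not pass limma-voom.
The Dex and mock values did not overlap for any of the 895 genes that rose and for 392 of the 400 that fell; chance gives this for 10% of genes, and 27.3% of all tested genes showed it. The counts of higher and lower genes became 415 and 123 without mock replicate 1, 1918 and 1559 without mock replicate 2, 546 and 230 without mock replicate 3, 417 and 110 without Dex replicate 1, 337 and 70 without Dex replicate 2, and 347 and 79 without Dex replicate 3. A fit with 1 library fewer has less power. A call lost there does not by itself show that the gene's change rests on that library. Of the 600 genes of Supplementary Data 1, 595 were tested. Of these, 354 passed the test in the listed direction and 591 did so at an unadjusted p under 0.05. The study chose these genes in part on the same libraries, so their direction is not independent evidence.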

The 600 genes represented various functional categories, including primary auxin response (IAAs, SAURs, GH3s), xylem and phloem formation (IAA20 and IAA30^22^, REV^12^, CVP2 and CVL1^49^) and cell-wall modifications (PMEs and EXPs) (Supplementary Fig. 8c, d; Supplementary Data 2). Moreover, the 312 genes that were induced by *pPXY:GR-ARF5∆III/IV* and repressed by *p35S:Myc-GR-bdl* (Fig. 4k; Supplementary Data 1) overlapped significantly with a previously published set of ARF5-inducible genes from seedlings^48^ (Supplementary Fig. 8e), indicating that we indeed revealed ARF5-dependent genes in stems. 

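Transcripts of Aux/IAA genes, which encode repressors of ARF proteins, rose in 10 of 26 tested members and fell in 1 (11 and 2 when adjusted over the list alone, and 3 lower without mock replicate 2). *IAA32* rose from 3.04 ± 0.596 to 27.5 ± 2.75 CPM (SD, n = 3 each), *IAA5* 5.59-fold, *IAA30* 5.58-fold and *IAA20* 4.16-fold, all with edgeR adjusted p from 3.76e-05 to 0.0043. *IAA28* fell from 105 ± 11.5 to 54.2 ± 1.36 CPM (log2 fold change −0.96, standard error 0.103, edgeR adjusted p = 0.00123). As a set, the Aux/IAA genes were shifted upwards (camera, adjusted p = 0.000199, and 0.173 with an estimated correlation). The estimated correlation was 0.000238, under the preset 0.01, so the higher p does not come from correlation between these genes. Members such as *IAA20* and *IAA30* are among the genes the study reports from these libraries, so the shift is not independent evidence. Of 9 tested genes of the GH3 family, some of whose enzymes conjugate auxin to amino acids, *GH3.9* rose (log2 fold change 1.41) and *GH3.6* fell (−1.66) (2 higher and 1 lower when adjusted over the list alone). Both calls ended without Dex replicate 2 and without Dex replicate 3 (edgeR, adjusted p = 0.0501 to 0.0655), and 2 GH3 genes were lower without mock replicate 2.
The 26 tested SAUR genes, many of which promote cell elongation, had log2 fold changes below 0 throughout, with a median of −1.87. Of them, *SAUR20* (log2 fold change −3.88, −4.61 to −3.48 with 1 library left out) and *SAUR50* (−1.20) fell by edgeR, and 18 were lower when adjusted over the list alone and at an unadjusted p under 0.05, 10 with DESeq2, 1 with limma-voom and 16 with edgeR's exact test. None was higher by any of these. The list's shift (camera, adjusted p = 8.99e-05) had an adjusted p of 0.631 with an estimated correlation. Relative to the mean of the 6 libraries, the median SAUR gene stood at 1.55 and 1.63 on the log2 scale in mock replicates 1 and 3, at −0.56 in mock replicate 2 and at −1.39 to −0.07 in the Dex libraries. Without mock replicate 2, 24 SAUR genes were lower; without mock replicate 1 or 3 or Dex replicate 1 or 2 this number was 0, and without Dex replicate 3 it was 1.

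**Figure D1:**
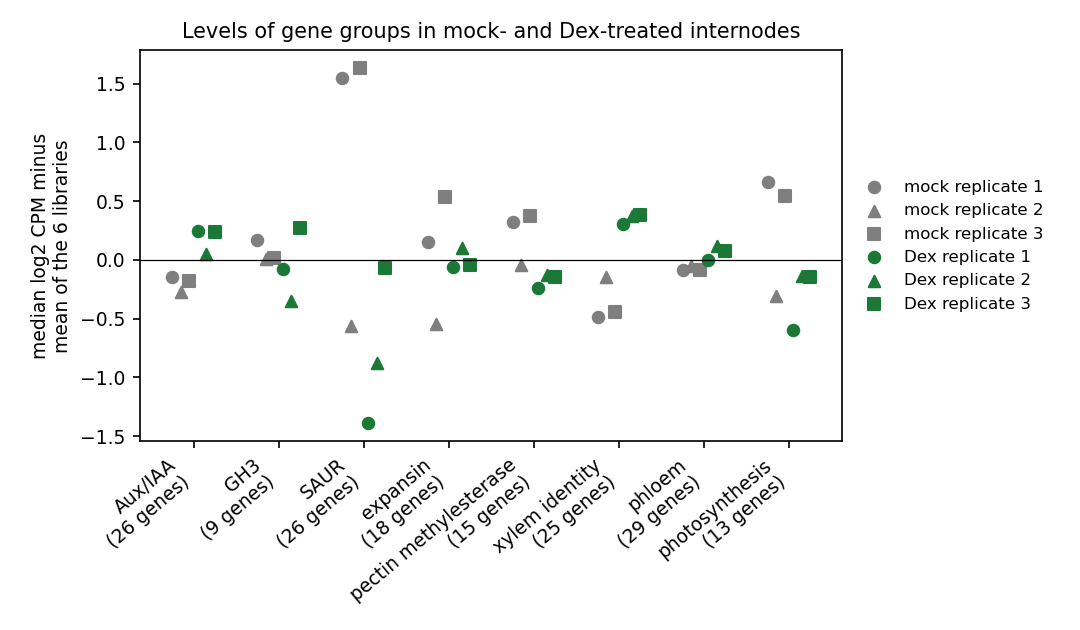
Median log2 CPM of the tested members of 8 gene groups in each library (y axis), minus the mean of the 6 libraries. Grey symbols are mock and green symbols Dex libraries, with a shape per replicate; mock replicate 2 lies among or next to the Dex libraries for the SAUR and photosynthesis genes and with the other mock libraries for the Aux/IAA genes.

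Among genes of cell-wall modification, *EXPB3* (1.82-fold, edgeR adjusted p = 0.00513) and *EXPA20* (1.67-fold, adjusted p = 0.0407, 62.1% unique reads) rose out of 18 tested genes of expansins, which loosen walls, and none fell (3 higher and 1 lower when adjusted over the list alone). For the lower side, edgeR gave 2 genes at an unadjusted p under 0.05, DESeq2 1, limma-voom 0 and the exact test 1, and the fit without mock replicate 2 gave 6. Of 15 tested pectin methylesterase genes, *PME17* fell from 261 ± 153 to 50.3 ± 12.3 CPM and *PME25* from 32.1 ± 23.6 to 5.45 ± 0.466 CPM (SD, n = 3 each), with 85.2 and 6.85 CPM in mock replicate 2; 1 was higher and 5 were lower when adjusted over the list alone. The number that fell was 5 without mock replicate 2, 1 without Dex replicate 1 and 0 without any 1 of the other libraries. None was higher over all genes by edgeR or limma-voom, and 1 was at an unadjusted p under 0.05, with DESeq2 and with the exact test. *PME17*, *PME25* and *EXPA20* lost their calls without mock replicate 1, Dex replicate 1, Dex replicate 2 or Dex replicate 3, and the former 2 also without mock replicate 3 (edgeR, adjusted p = 0.0549 to 0.145). The call of *EXPA20* was also lost with unique gene reads and with a replicate block. That of *PME25* was also lost with limma-voom, a replicate block and both limma fits on RPKM.
Of the genes of xylem and phloem formation named in the study, *CVP2*, which encodes an inositol phosphatase of vein patterning, rose 1.72-fold (edgeR, adjusted p = 0.00696). *REV*, an HD-ZIP III transcription factor, rose 1.36-fold (adjusted p = 0.0437), a call lost without any 1 library other than mock replicate 2 (edgeR, adjusted p = 0.0666 to 0.154). *CVL1*, related to *CVP2*, had a log2 fold change of 0.46 (edgeR, adjusted p = 0.151; 0.0132 without mock replicate 2, range over all alternatives 0.0132 to 0.355). In the categories of Supplementary Data 2, 14 of 22 genes of the response to auxin stimulus rose and 4 fell, among the former *WRKY23*, a transcription factor gene induced by auxin (4.27-fold). Of 7 genes of xylem and phloem pattern formation, 6 rose, among them *FKD1* (2.02-fold), and of 3 genes of procambium histogenesis 2 did. Of 11 genes of cell wall modification, 3 rose, among them *OBP1* and *PDCB1* (1.51-fold each), and 3 fell, among them *CYP79B3* (log2 fold change −0.87). When adjusted over the list alone, the categories had 15 higher and 7 lower, 7 higher, 2 higher and 1 lower, and 5 higher and 6 lower genes, but the study chose them from these libraries and they are not independent evidence. In xylem and phloem pattern formation, 3 genes rose without mock replicate 1, mock replicate 3, Dex replicate 2 or Dex replicate 3. In the response to auxin stimulus, 1 fell without mock replicate 1 or Dex replicate 1 and 2 without Dex replicate 2 or Dex replicate 3. In cell wall modification, 1 fell without mock replicate 1, mock replicate 3 or Dex replicate 3. *FKD1* lost its call without mock replicate 1 or 3 or Dex replicate 2 or 3, and *PDCB1* without any 1 Dex replicate (edgeR, adjusted p = 0.0514 to 0.0858).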

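Of the 311 tested genes that Supplementary Data 1 lists as induced by GR-ARF5∆III/IV and repressed by bdl, 232 rose with Dex, with a median log2 fold change of 0.83 over the list. *GATA23*, a transcription factor gene known from founder cells of lateral roots, rose from 0.39 ± 0.0756 to 15.0 ± 1.90 CPM (SD, n = 3 each), *FAF2*, a regulator of shoot meristem size, from 5.00 ± 0.459 to 39.9 ± 1.38 CPM, *AT2G34060* from 6.53 ± 0.548 to 75.5 ± 5.46 CPM and the laccase gene *LAC6* from 9.94 ± 2.40 to 107 ± 4.15 CPM. These 4 genes were chosen after their values were seen. Only 12.9% of the reads of *LAC6* were unique to it, and it overlaps *AT2G46572*, which rose as well (edgeR, adjusted p = 0.000255). Among 10 tested ARF5 targets known from other tissues, those that rose included *IAA12*, an Aux/IAA partner of ARF5 (1.98-fold), *T5L1*, a helix-loop-helix protein of vascular cell divisions (2.79-fold), *TMO5* and *ATHB8*, with edgeR adjusted p from 0.000355 to 0.00205, and 6 were higher and 2 lower when adjusted over the list alone. None of the 10 fell by edgeR, DESeq2 or limma-voom, 2 did at an unadjusted p under 0.05, 1 with the exact test and 1 without mock replicate 1. These targets were shifted upwards as a set (camera, adjusted p = 0.000173, and 0.465 with an estimated correlation). The paper reports *ATHB8* and *TMO5* as induced in these libraries, so this is not independent evidence either.
Of 142 tested genes listed as repressed by GR-ARF5∆III/IV and induced by bdl, 71 fell, among them *scpl31*, a carboxypeptidase-like gene (log2 fold change −3.22), and *SMO1-1*, a sterol methyl oxidase gene (−0.98), both named after their values were seen. When adjusted over the list alone, 308 of the former and 141 of the latter list passed, but both lists were chosen by the study on these libraries and are not independent evidence. Without mock replicate 1, 2 or 3 or Dex replicate 1, 2 or 3, the count of 232 became 156, 277, 181, 157, 134 and 142, respectively. In the same order, the count of 71 became 26, 99, 38, 23, 17 and 17.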

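Of 71 tested genes that Supplementary Data 1 lists as induced by both transgenes, 31 rose with Dex in *pPXY:GR-ARF5∆III/IV* internodes, and of the 71 genes listed as repressed by both, 20 fell, at an adjusted p under 0.05 from edgeR. Among those that rose were *CKX7*, which encodes an enzyme that degrades cytokinin (12.5 ± 0.709 to 20.5 ± 0.806 CPM, SD, n = 3 each), the BTB and TAZ domain gene *BT1* (46.4 ± 7.83 to 81.5 ± 3.63 CPM) and *AT1G77855* (10.5 ± 0.961 to 28.2 ± 3.21 CPM). Among those that fell were *HAT22*, an HD-ZIP II transcription factor gene (84.5 ± 1.43 to 42.4 ± 0.87 CPM), and the β-xylosidase gene *BXL2* (76.1 ± 29.1 to 21.9 ± 4.14 CPM). *BT1*, *AT1G77855*, *HAT22* and *BXL2* were chosen after their values were seen. The median log2 fold change was 0.63 over the genes induced by both and −0.61 over the genes repressed by both.
All 71 and all 71 passed when adjusted over the list alone, but the study chose the lists on these libraries, so that their direction is not independent evidence. Without mock replicate 1, 2 or 3 or Dex replicate 1, 2 or 3, the number of genes repressed by both that fell was 11, 42, 10, 8, 4 and 5, respectively. In the same order, the number of genes induced by both that rose was 13, 47, 24, 18, 8 and 12. The call of *CKX7* ended without Dex replicate 2 and without Dex replicate 3 (edgeR, adjusted p = 0.0502 and 0.0517).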

Strikingly, while our expectation was that genes, which are induced by *GR-ARF5∆III/IV* induction, would be repressed by the auxin signalling repressor *bdl* and vice versa, we observed 144 genes (24%) that were either induced (73 genes) or repressed (71 genes) by both transgenes (Fig. 4k). This indicated that in *PXY*-positive cells ARF5 antagonizes the effect of overall auxin signalling on a substantial subset of target genes. Since we observed opposing effects of ARF5 and overall canonical auxin signalling on cambium activity, we suspected that genes integrating these effects are among the 144 genes behaving in an unexpected manner. Interestingly, 11 genes out of the 144 were also found in a set of genes that are differentially expressed during IC formation^36^, one of them being *WOX4* that was repressed by both GR-ARF5∆III/IV and Myc-GR-bdl induction (Fig. 4l).

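*WOX4*, a homeobox gene that promotes cambium proliferation, had 39.1 ± 7.41 CPM in mock and 30.4 ± 0.456 CPM in Dex libraries (SD, n = 3 each), 0.777-fold (approximate 95% interval 0.643 to 0.938). This interval rests on a normal quantile and is somewhat too narrow for 3 libraries in each group. All 3 Dex values were below all 3 mock values, and the log2 fold change of −0.36 (standard error 0.139) passed at an unadjusted p under 0.05 but not over all genes (edgeR, adjusted p = 0.161, range over the alternatives 0.0979 to 0.401). Among the other 10 genes of Fig. 4l, *UMAMIT30*, of a transporter family (1.57-fold), *MTO2*, which encodes a threonine synthase (1.45-fold), and *AT1G25500* (1.53-fold) rose, and *AT1G25275* fell (log2 fold change −0.41). The other 6 did not pass: *PUB19*, a ubiquitin ligase gene (log2 fold change 0.92), *AT5G54660* (0.62), *MYB29*, a regulator of glucosinolate synthesis (0.41), *AT1G02660* (−0.96), *AT1G49200* (−0.91) and *SAUR14* (−1.27), with edgeR adjusted p from 0.0644 to 0.0817.
When adjusted over the list alone, all 11 passed, 6 higher and 5 lower, but the study chose them on these libraries, so this is not independent evidence. *MTO2*, *AT1G25500* and *AT1G25275* lost their calls without any 1 library other than mock replicate 2 (edgeR, adjusted p = 0.0516 to 0.167), and without mock replicate 2 the list had 4 higher and 3 lower genes. *AT1G25275* also lost its call with limma-voom, library totals alone, no filter on low counts, at least 10 reads in every library, a replicate block and both fits on RPKM. The paper suspects that genes integrating the opposing effects of ARF5 and of overall auxin signalling on cambium activity are among those changed alike by both transgenes, and states that 11 of these, *WOX4* included, also change during interfascicular cambium formation.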

To investigate whether the observed effects of altered auxin signalling levels on gene transcription were based on local changes of gene activity in *PXY*-positive stem cells, we introgressed fluorescent promoter reporters into our *pPXY:GR-ARF5∆III/IV* line and a line expressing *Myc-GR-bdl* under the control of the *PXY* promoter (*pPXY:Myc-GR-bdl*) and investigated reporter activity 1 day after Dex induction. 

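*RUL1* (*AT5G05160*), a receptor-like kinase gene associated with the cambium, had 31.6 ± 7.53 CPM in mock-treated and 74.2 ± 9.03 CPM in Dex-treated *pPXY:GR-ARF5∆III/IV* internodes (SD, n = 3 each) after 3 h. This is a 2.35-fold rise (approximate 95% interval 1.85 to 2.98, log2 fold change 1.23, standard error 0.176, edgeR adjusted p = 0.00551), and each Dex value exceeded each mock value. In the reference annotation, *RUL1* overlaps by 74 bases with *AT5G05170*, a gene with 122486 reads over the 6 libraries and a log2 fold change of −0.13 (edgeR, adjusted p = 0.618), where a read can be counted for either gene.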

As predicted by our transcriptional profiling (Supplementary Data 1), a *YFP* reporter driven by the cambium-associated *REDUCED IN LATERAL GROWTH1* (*RUL1*)^36^ promoter (*pRUL1:YFP*) was more active in Dex-treated than in mock-treated *pPXY:GR-ARF5∆III/IV* lines (Fig. 5a, b, e, f) but repressed in Dex-treated *p35S:Myc-GR-bdl* plants (Fig. 5c, d, g, h). Instead, the *pWOX4:YFP* reporter displayed a reduced activity in *pPXY:GR-ARF5∆III/IV* and *pPXY:Myc-GR-bdl* plants upon Dex treatment (Fig. 5i–p) confirming our expectations. Of note, a reduction was only observed in cambium-borne stem cells but not in xylem parenchyma cells where *pWOX4:YFP* reporter activity was found as well, demonstrating that the effect was cambium-specific (Fig. 5i–p). In contrast to *RUL1* and *WOX4* promoters, *PXY* promoter activity visualized by the *pPXY:CFP* reporter did neither respond to Dex treatments of *pPXY:GR-ARF5∆III/IV* nor of *pPXY:Myc-GR-bdl* plants (Fig. 5q–x). These results demonstrated that our transcriptome analyses faithfully reported on gene activity in *PXY*-positive stem cells in response to different members of the auxin signalling machinery. Moreover, we concluded that there are distinct auxin response signatures of individual stem cell-related genes.

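*PXY* (*AT5G61480*), the receptor kinase gene that marks cambium stem cells, had 292 ± 45.3 CPM in mock and 271 ± 34.2 CPM in Dex libraries (SD, n = 3 each), with overlapping values. Its fold change of 0.929 (approximate 95% interval 0.761 to 1.14, edgeR adjusted p = 0.718) did not pass the test. The *PXY* promoter also drives the transgene in both groups. The mRNA of *RUL1* rose and the Dex values of *WOX4* were the lower ones, as plotted for each library.

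**Figure D2:**
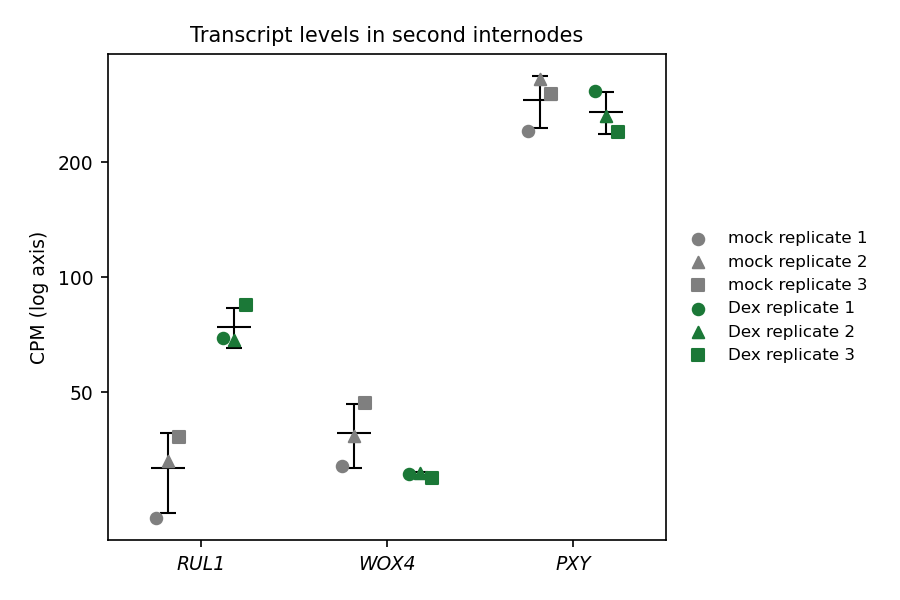
CPM (log axis, TMM-normalized) of *RUL1*, *WOX4* and *PXY* in the 3 mock (grey) and 3 Dex (green) libraries, with the mean and SD in black. The mock and Dex values are apart for *RUL1* and *WOX4* and overlap for *PXY*.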

**Fig. 5:**
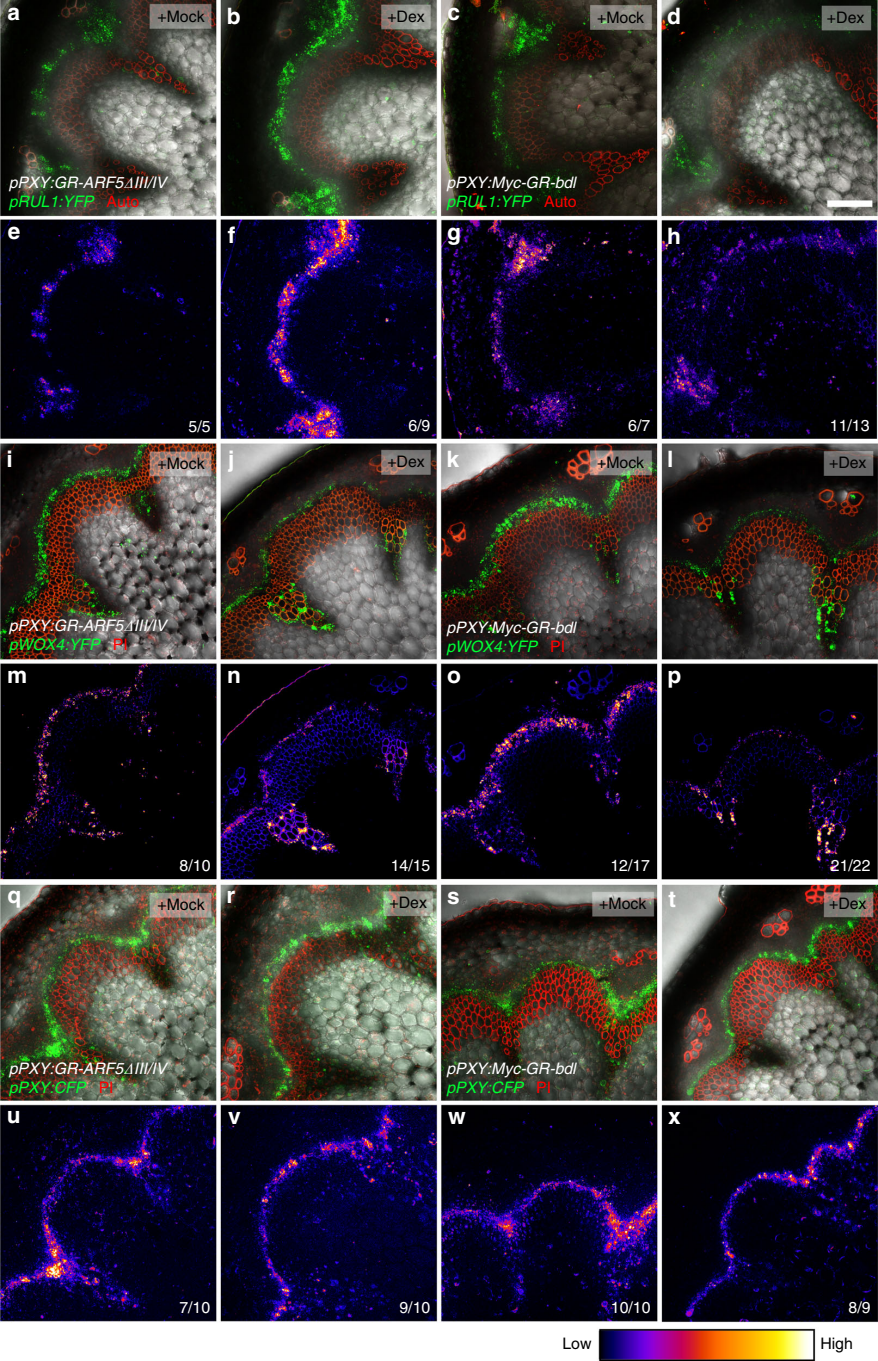
*ARF5* differentially regulates gene activity in cambium stem cells. **a**–**h** *pRUL1:YFP* activity in mock (**a**, **c**, **e**, **g**) and Dex (**b**, **d**, **f**, **h**)-treated *pPXY:GR-ARF5∆III/IV* (**a**,** b**,** e**, **f**) and *pPXY:Myc-GR-bdl* (**c**,** d**,** g**,** h**) lines. **i**–**p** *pWOX4:YFP* activity in mock (**i**, **k**, **m**, **o**) and Dex (**j**,** l**,** n**,** p**)-treated *pPXY:GR-ARF5∆III/IV* (**i**,** j**,** m**,** n**) and *pPXY:Myc-GR-bdl* (**k**,** l**,** o**, **p**) lines. **q**–**x** *pPXY:CFP* activity in mock (**q**,** s**, **u**, **w**) and Dex (**r**, **t**,** v**,** x**)-treated *pPXY:GR-ARF5∆III/IV* (**q**, **r**, **u**,** v**) and *pPXY:Myc-GR-bdl* (**s**, **t**,** w**, **x**) lines. **e**–**h**,** m**–**p** and **u**–**x** show false colour representations of relative intensity of reporter activity displayed in **a**–**d**, **i**–**l** and **q**–**t**, respectively. Colour coding is shown below. Numbers indicate the ratio of sample numbers showing the distinct effects among all samples analysed. Size bar in **d** represents 100 µm. Same magnification in all images

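Of 25 genes of xylem identity, 12 rose after 3 h of Dex and 1 fell (17 and 1 when adjusted over the list alone), and 23 had a log2 fold change above 0, with a median of 0.66. Among the genes that rose were *PHV* (73.0 ± 8.45 to 142 ± 1.60 CPM, SD, n = 3 each) and *PHB* (102 ± 11.6 to 158 ± 8.89 CPM), which encode HD-ZIP III transcription factors, and *VND3* (1.89-fold), a NAC transcription factor gene of vessel cells. The gene that fell was *VND6*, a master regulator of metaxylem vessels, from 5.79 ± 1.01 to 1.14 ± 0.751 CPM (log2 fold change −2.36, −3.02 to −2.07 with 1 library left out, edgeR adjusted p = 0.0153). *PHV*, *PHB*, *VND3* and *VND6* were chosen after their values were seen. The list was shifted upwards (camera, adjusted p = 1.82e-11, and 0.173 with an estimated correlation, and fry, adjusted p = 0.00327). It was written after the study's lists had been read. It shares genes such as *ATHB8*, *TMO5*, *ACL5*, *SACL3* and *BUD2* with those the paper reports as induced in these libraries. Its counts and shift are therefore not independent evidence.
None of 29 genes of the secondary wall and of xylem cell death and none of 15 genes of lignin biosynthesis passed edgeR's test, nor did any when adjusted over the list alone. At an unadjusted p under 0.05, 6 and 4 of them were higher and none was lower, DESeq2 gave 3 and 1, limma-voom none, and the exact test 3 and none. Without mock replicate 2, 8 secondary wall genes were higher and 1 was lower, and 6 lignin genes were higher. *CESA4*, a cellulose synthase gene of secondary walls, had 1532 ± 78.9 CPM in mock and 1603 ± 269 CPM in Dex libraries, and the laccase gene *LAC4* had 1233 ± 95.3 and 1329 ± 244 CPM. The methyltransferase genes *CCoAOMT1* and *COMT1* had log2 fold changes of 0.09 and 0.50 (edgeR, adjusted p = 0.783 and 0.157). The shifts of both lists (camera, adjusted p = 0.0338 and 0.0227) had adjusted p = 0.631 and 0.654 with an estimated correlation.
The call of *PHB* ended without any 1 library other than mock replicate 2, and that of *VND6*, which overlaps by 77 bases with a gene with 33716 reads, without Dex replicate 2 or Dex replicate 3 (edgeR, adjusted p = 0.0500 to 0.0736). The log2 fold change of *PHB* stayed at 0.57 to 0.73 with 1 library left out.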

Because ARF5 induction resulted in both, *WOX4* repression and the induction of xylem- and phloem-related genes (Supplementary Fig. 8b), we reasoned that the repressive effect of ARF5 on cambium proliferation was due to an influence on the transition of cambial stem cells to vascular cells. To test this, we analysed the stem cell marker *pWOX4:YFP* in *mp-S319* mutants. Indeed, the radial extension of the *pWOX4:YFP* domain was increased in *mp-S319* plants (Fig. 6a–c), suggesting that the number of undifferentiated cambium cells was higher when *ARF5* activity was reduced. Consistently, when analysing the anatomy of the cambium zone predominantly the size of the domain of undifferentiated cells was increased (Fig. 6d–f), which was caused by an increase in cell number (Fig. 6g). This alteration resulted specifically in an increased ratio of undifferentiated cells to xylem cells (Fig. 6h). As in stems, increased cambium activity in *mp-S319* hypocotyls resulted mostly in an increase in phloem production but less in an increase in xylem production (Supplementary Fig. 7r-t). Likewise, Dex treatment of *pPXY:GR-ARF5∆III/IV* lines resulted in a decrease of the width of the cambium domain as well as the number of cambium cells. Moreover, predominantly the width of the phloem domain and the number of phloem cells was reduced (Fig. 7a, b). As in *mp-S319* mutants, this mostly affected the ratio of cambium/xylem cell numbers but to a lesser extent the cambium/phloem cell numbers (Fig. 7c, d). Taken together, these observations indicated that ARF5 predominantly fulfils its function by promoting the transition of undifferentiated stem cells to differentiated xylem cells.

**Fig. 6:**
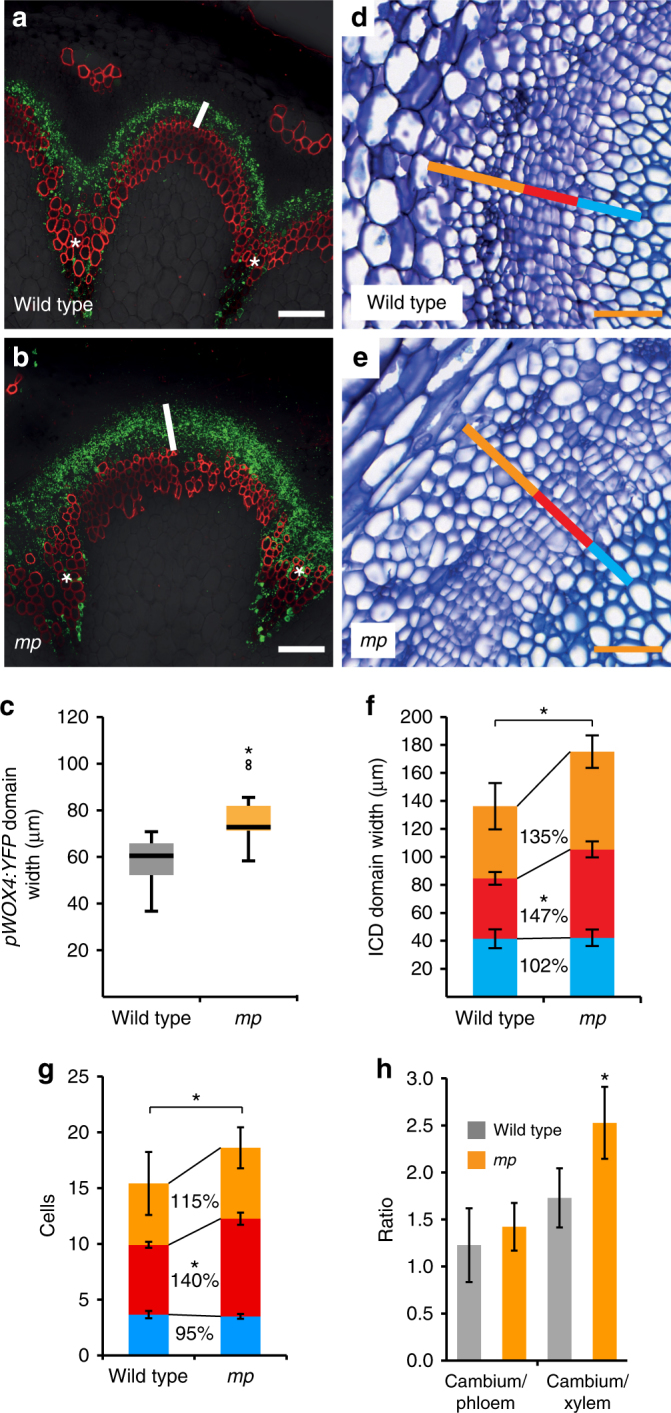
*ARF5* activity reduces the number of cambium stem cells. **a**,** b** Confocal analyses of cross-sections at the stem base of wild-type and *mp-S319* mutant plants containing *pWOX4:YFP*. White bars mark the *pWOX4:YFP* domain. Asterisks mark vascular bundles. Size bars represent 100 µm. **c** Quantification of *pWOX4:YFP* domain width at the stem base of wild-type and *mp-S319* plants. Student’s *T*-test was performed comparing wild-type and *mp-S319* mutants (*p* = 2.65E-03, sample size *n* = 8–11). The T-bars that extend from the boxes (whiskers) are expected to include 95% of the data. Significance is indicated by the asterisk. **d**,** e** Toluidine blue-stained cross-sections at the stem base of wild-type and *mp-S319* plants. Interfascicular regions are shown and the width of the vascular tissues phloem (orange bar), cambium (red bar) and xylem (blue bar) are marked. Size bars represent 50 µm. **f** Quantification of the width of the vascular tissues phloem (orange), cambium (red) and xylem (blue) and the ICD at the stem base of wild-type and *mp-S319* plants. Student’s *T*-test was performed comparing wild-type and *mp-S319* mutants (phloem *p* = 8.52E-02, cambium *p* = 2.67E-04, xylem *p* = 0.87 and ICD *p* = 3.06E-02, sample size *n* = 5–8). Error bars represent ±standard deviation. Significance is indicated by asterisks. **g** Quantification of phloem (orange), cambium (red) and xylem (blue) cell numbers in interfascicular regions. Student’s *T*-test was performed comparing wild-type and *mp-S319* mutants (phloem *p* = 0.34, cambium *p* = 3.67E-05, xylem *p* = 0.57 and all cells *p* = 0.02, sample size *n* = 5–8). Error bars represent ±standard deviation. Significance is indicated by asterisks. **h** Ratio of the radial extensions of cambium vs. phloem and cambium vs. xylem in wild-type and *mp-S319* mutants. Student’s *T*-test (cambium/xylem *p* = 1.09E-02) or Welch’s *T*-test (cambium/phloem *p* = 1.0) were performed comparing wild-type and *mp-S319* mutants (sample size *n* = 5–8). Error bars represent ±standard deviation. Significance is indicated by the asterisk

**Fig. 7:**
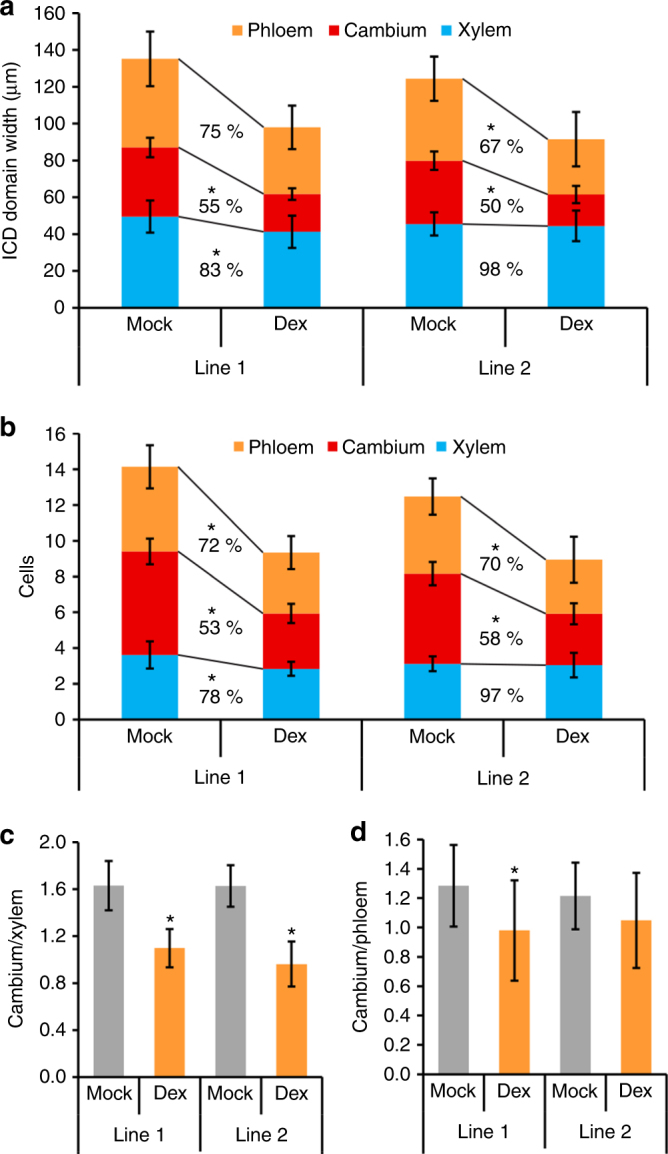
*ARF5* predominantly affects the cambium-to-xylem ratio. **a** Quantification of the width of the vascular tissues phloem (orange), cambium (red) and xylem (blue) and the ICD at the stem base of two mock and Dex-treated *pPXY:GR-ARF5∆III/IV* lines. Student’s *T*-test was performed comparing mock and Dex-treated plants (line 1: phloem *p* = 0.063, cambium *p* = 6.8E-08, xylem *p* = 0.49; line 2: phloem *p* = 0.036, cambium *p* = 1.28E-06, xylem *p* = 0.76, sample size *n* = 8–10). Error bars represent ±standard deviation. Significance is indicated by the asterisk. **b** Quantification of cell numbers in interfascicular regions. Student’s *T*-test was performed comparing two mock and Dex-treated *pPXY:GR-ARF5∆III/IV* lines (line 1: phloem *p* = 0.013, cambium *p* = 1.98E-08, xylem *p* = 0.012; line 2: phloem *p* = 0.03, cambium *p* = 1.54E-06, xylem *p* = 0.79, sample size *n* = 8–10). Error bars represent ±standard deviation. Significance is indicated by the asterisk. **c** Ratio of cell numbers in cambium vs. xylem in two mock and Dex-treated *pPXY:GR-ARF5∆III/IV lines*. Student’s *T*-test was performed comparing mock and Dex-treated lines (line 1: *p* = 5.62E-06, line 2: *p* = 1E-06). Error bars represent ±standard deviation. Significance is indicated by the asterisk. **d** Ratio of cell numbers in cambium vs. phloem in two mock and Dex-treated *pPXY:GR-ARF5∆III/IV* lines. Student’s *T*-test was performed comparing mock and Dex-treated lines (line 1: *p* = 0.042, line 2: *p* = 0.22). sample sizes *n* = 8-10. Error bars represent ±standard deviation. Significance is indicated by asterisks

### *WOX4* mediates *ARF5* activity

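Of 23 tested genes known from cambium stem cells, *ATHB8* and *RUL1* rose and none fell by edgeR (the same counts when adjusted over the list alone). At an unadjusted p under 0.05, *WOX4* and the receptor kinase gene *PXL2* (11.4 to 7.91 CPM, log2 fold change −0.53, edgeR adjusted p = 0.143) were lower, and the meristem gene *STM* (log2 fold change 0.28, edgeR adjusted p = 0.218) and *CLE41* were also higher. DESeq2, limma-voom and the exact test called none lower and 2 higher, and the fit without mock replicate 2 called 4 higher. *PXL2* and *STM* were chosen after their values were seen. *PXL2* overlaps 2 other genes and only 13.5% of its reads were unique. The median log2 fold change of the list was 0.02, with 14 members above 0 and 9 below. Of the tests on the list as a set, fry of limma gave an upward shift (adjusted p = 0.0117), and camera did not pass (adjusted p = 0.464; adjusted p = 0.631 with an estimated correlation).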

Owing to the fact that *WOX4* was the only stem cell-associated gene being repressed by both GR-ARF5∆III/IV and Myc-GR-bdl induction and was identified as a mediator of auxin responses before^23^, we hypothesized that ARF5 acts on cambium activity by directly regulating *WOX4*. Indeed, the expression domain of the transcriptional *pWOX4:YFP* reporter^23^ almost completely overlapped with *pARF5:mCherry* at the stem base (Fig. 8a–c). Moreover, *WOX4* transcript levels were increased in *mp-S319* mutant stems (Fig. 8d), indicating that the endogenous *ARF5* gene is required for the regulation of *WOX4*. Importantly, the negative effect of *GR-ARF5∆III/IV* induction on *WOX4* activity was also observed in the presence of the protein biosynthesis inhibitor cycloheximide (CHX) (Fig. 8e), which was in line with a direct regulation of *WOX4* by ARF5. Consistently, transient expression of ARF5∆III/IV in cultured cells had, similar as on other genes directly repressed by ARF5^50^, a strong effect on the activity of a *pWOX4:LUC* promoter reporter, while this effect was only minor when ARF3 was expressed (Fig. 8f). This suggested that, in comparison to ARF3, ARF5 substantially influenced the activity of the *WOX4* promoter. Confirming this conclusion, neither cambium specific nor global induction of *GR-ARF3* activity led to a significant change in *WOX4* expression in wild-type or *arf3;arf4* double mutants although *IPT3*, a putative downstream target of *ARF3*^51^, was induced (Supplementary Fig. 9a-c). Furthermore, *WOX4* expression was not significantly altered in the *arf3;arf4* double mutant (Supplementary Fig. 9d), making it rather implausible that *ARF3* and *ARF4* act on cambium activity by regulating *WOX4*.

**Fig. 8:**
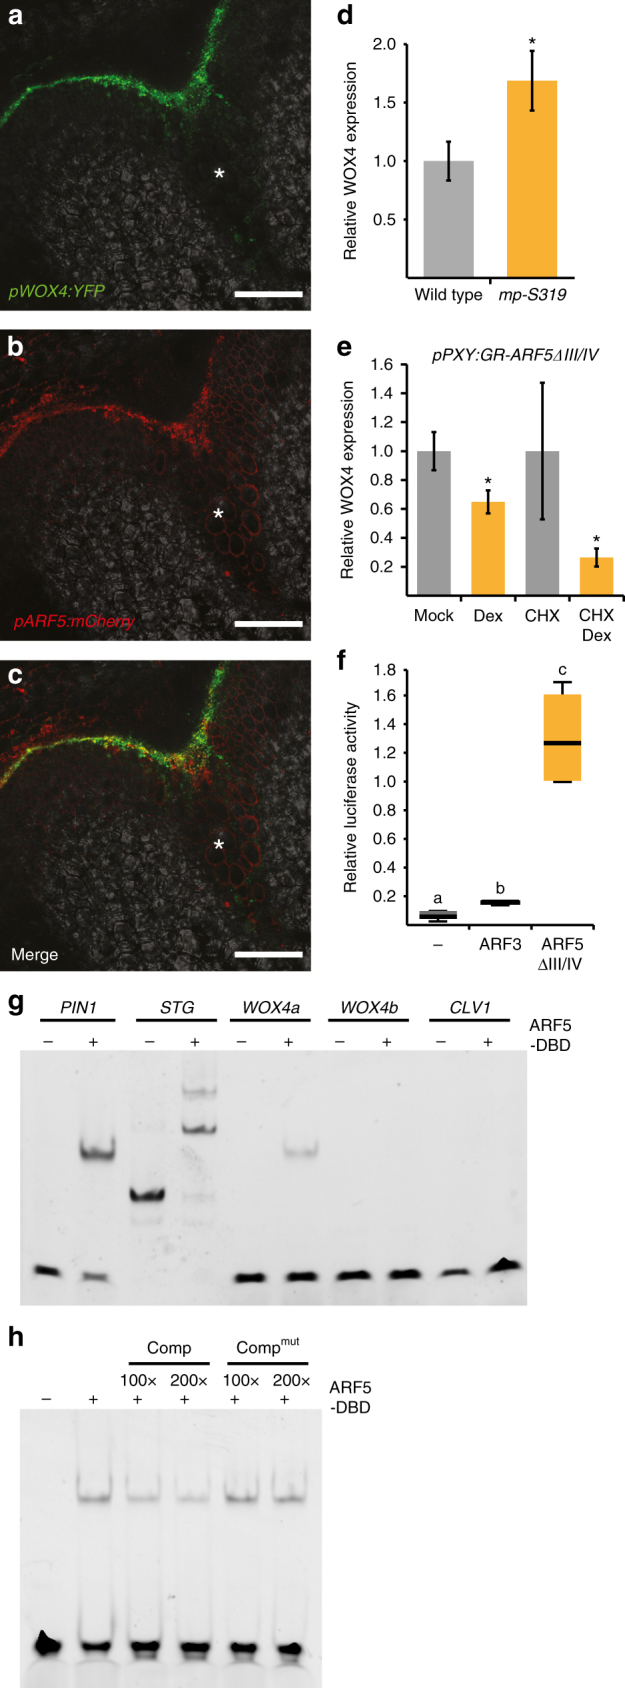
: ARF5 binds to the *WOX4* promoter. **a**–**c** Confocal analysis of stem bases of plants carrying the *pWOX4:YFP* and the *pARF5:mCherry* reporter. Asterisks mark the vascular bundles. Size bars represent 100 µm. **d**, **e** Analysis of *WOX4* transcript levels by quantitative RT-PCR at the stem base of wild-type and *mp-S319* mutant pants (**d**) and in the second internode of *pPXY:GR-ARF5∆III/IV* plants after mock or Dex and CHX or CHX/Dex (**e**) treatments. Student’s *T*-test (wild type and *mp-S319 p* = 1.74E-02 and Mock and Dex *p* = 1.66E-02) or Welch’s *T*-test (CHX and CHX/Dex *p* = 1.29E-02) were performed comparing wild-type and *mp-S319* mutants, mock and Dex and CHX and CHX/Dex, respectively (Sample sizes *n* = 3–6). Error bars represent ±standard deviation. Significance is indicated by the asterisk. **f** Analysis of relative luciferase activity of a *pWOX4:LUC (firefly)*;*p35S:LUC (Renilla)* reporter in *Arabidopsis* protoplasts in the presence of *p35S*:*ARF3*, *p35S*:*ARF5∆III/IV* or no effector construct. Relative luciferase activity was determined by dual-luciferase assays. Statistical groups indicated by letters were determined by one-way ANOVA with post hoc Tamhane-T2 (CI 95%, Sample size *n* = 4–5). The T-bars that extend from the boxes (whiskers) are expected to include 95% of the data. **g** EMSAs probing DNA oligomers with proven (*PIN1*, *STOMAGEN*)^50,53^ or predicted (*WOX4*) binding capacities by the ARF5 DNA-binding domain (ARF5-DBD). An oligomer from the *CLAVATA1* (*CLV1*) promoter was used as a negative control. Oligomer sequences are shown in Supplementary Table 1. **h** EMSAs probing the *WOX4a* oligomer in the presence of the non-labelled *WOX4a* competitor (comp) (in 100× and 200× excess) and in the presence of a mutated *WOX4a* oligomer (comp^mut^) (with 100× and 200× excess)

To confirm direct binding of the ARF5 protein to the *WOX4* promoter, we first predicted ARF-binding sites using a conventional weight matrix approach^52^. In total, we found two top-scored potential sites, located 335 bp (CAGACA) and 2175 bp (TGTCATtaCCGACA) upstream of the transcriptional start site (Supplementary Fig. 10). Performing electrophoretic mobility shift assays (EMSAs) using DNA oligomers covering sequences from those sites and sites shown to be bound by ARF5 before^50,53^, binding was indeed observed for the first but not the second predicted site (Fig. 8g, h). These observations demonstrated a strong potential of the ARF5 protein to repress *WOX4* transcription via direct promoter binding.

To analyse the relevance of the observed effect of ARF5 on *WOX4* activity, we determined ICD extension in *mp-S319* and *wox4-1* single and double mutants. While *mp-S319* showed enhanced cambium activity (Fig. 9a, b, g), activity was similar in *wox4-1* single and in *mp-S319;wox4-1* double mutants (Fig. 9c, d, g), suggesting that *WOX4* is required for an ARF5-dependent repression of cambium activity. In comparison, depletion of *ARF5* activity in *mp-S319;pxy-4* double mutants lead to a mild suppression of cambium defects observed in *pxy-4* single mutants (Fig. 9e, f, g)^36^, suggesting that the epistatic relationship between *WOX4* and *ARF5* is specific.

**Fig. 9:**
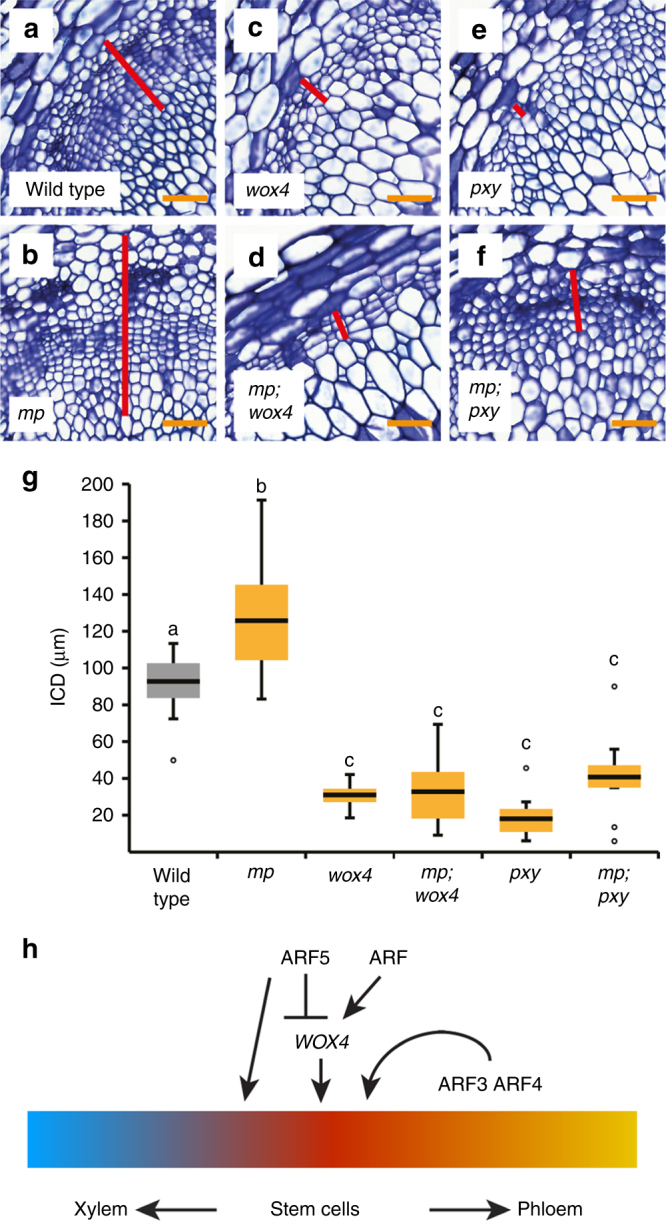
*WOX4* is required for *ARF5* activity. **a**–**f** Toluidine blue-stained cross-sections at the stem base of wild-type and single and multiple mutant plants. Genotypes are indicated. Interfascicular regions are shown and ICD tissues are marked (red bar). Size bars represent 50 µm. **g** Quantification of ICD tissue extension at the stem base of plants shown in **a**–**f**. Statistical groups indicated by letters were determined by one-way ANOVA with post hoc Tamhane-T2 (CI 95%, Sample size *n* = 9–12). The T-bars that extend from the boxes (whiskers) are expected to include 95% of the data. **h** Scheme representing the proposed effect of ARF transcription factors on cambium activity. We suggest that ARF5 predominantly promotes xylem production by directly activating xylem-related genes and by repressing *WOX4*. Other ARFs, which still have to be identified, may activate *WOX4* at the same time. ARF3 and ARF4 act positively on cambium activity from outside of the stem cell domain and independently from *WOX4*

## Discussion

Similar to apical meristems, the regulation of the vascular cambium has been tightly associated with the plant hormone auxin for several decades^15,17,54^. However, spatial organization of functional signalling domains and the role of auxin signalling in controlling different aspects of cambium activity remained unknown. Here we show that auxin signalling takes place in cambium stem cells and that this signalling is crucial for cambium activity. We also show that not only stem cell activity in general but also the balance between undifferentiated and stem cells depends on the auxin signalling machinery with *ARF5* fulfilling a rather specific and *WOX4*-dependent role in this respect. Thus auxin-related signalling controls distinct aspects of cambium activity important for a dynamic tissue production and a complex growth process.

The concentration of IAA peaks in the centre of the cambial zone in *Populus* and *Pinus*^13–15^ and transcriptional profilings indicated a spatial correlation of this peak with the expression of auxin signalling components^17,55^. However, genes responding to auxin were rather expressed in developing xylem cells arguing that sites of intense auxin signalling and of downstream responses do not necessarily overlap^18^. Consistently, our analysis of the highly sensitive auxin response marker *pDR5revV2:YFP* revealed a moderate auxin response in *PXY*-positive stem cells and a higher response in differentiated vascular tissues. Importantly, the auxin response in the *PXY*-positive region is overall pivotal for cambium activity since its local repression resulted in reduced tissue production similar as found in *wox4* or *pxy* mutants defective for canonical regulators of stem cell activity^23,28,36^. This demonstrates that, in the cambium, auxin signalling promotes stem cell activity in a cell-autonomous manner. Interestingly, *ARF5* and auxin signalling acts upstream of *WOX5* in the context of RAM organization^24,56^ but differentiation of distal root stem cells is promoted by *ARF10* and *ARF16*^56,57^. In comparison, *ARF5* restricts the stem cell domain in the SAM by repressing stem cell-related features^5^. In the RAM and the SAM, *ARF5* expression is found next to the expression domains of the central regulators *WOX5* and *WUS*, respectively^5,24,58^, whereas it overlaps completely with the domain of *WOX4* expression in the cambium. Thus a division of labour of different auxin signalling components is found in various plant meristems and recruitment of distinct factors and adaptation of expression domains seem to have happened during the evolution of those systems.

*ARF5* plays a major role in translating auxin accumulation into the establishment of procambium identity in embryos and leaf primordia (reviewed in ref. ^54^). However, ARF5 is also tightly associated with xylem formation via its direct targets *TMO5* and *ATHB8*^47,59,60^. 

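The xylem-associated genes *TMO5*, *ATHB8*, *SACL3*, *ACL5* and *BUD2* were all higher after 3 h of Dex in *pPXY:GR-ARF5∆III/IV* internodes. *TMO5*, a helix-loop-helix protein gene that drives divisions of vascular precursor cells, rose from 19.5 ± 3.7 to 50.4 ± 7.50 CPM (SD, n = 3 each) and *ATHB8*, an HD-ZIP III gene of the procambium, from 124 ± 16.1 to 265 ± 10.6 CPM. *SACL3*, a helix-loop-helix gene, rose from 103 ± 12.3 to 251 ± 25.1 CPM, *ACL5*, which encodes a thermospermine synthase, from 161 ± 16.9 to 242 ± 30.8 CPM, and *BUD2*, which encodes an S-adenosylmethionine decarboxylase, from 13.2 ± 2.18 to 24.3 ± 1.08 CPM. The folds were 2.58, 2.14, 2.44, 1.50 and 1.84, with edgeR adjusted p of 0.00205, 0.00124, 0.000782, 0.0325 and 0.00876.
The call of *ACL5* ended without any 1 library other than mock replicate 2 (edgeR, adjusted p = 0.0574 to 0.114). Only 7.38% of the reads of *SACL3* were unique to it.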

In fact, we identified those and other xylem-associated genes like *ACAULIS5* (*ACL5*), *SUPPRESSOR OF ACAULIS5 LIKE3* (*SACL3*) and *BUSHY AND DWARF2* (*BUD2*)^21,60,61^ to be induced upon *GR-ARF5∆III/IV* induction. Together with the observation that the domain of *WOX4*-positive cells is enlarged and the cambium/xylem ratio but not the cambium/phloem ratio is increased in *arf5* mutants, this suggests that *ARF5* promotes the transition of cambium stem cells to xylem cells (Fig. 9h). Because we also revealed a negative effect of *ARF5∆III/IV* induction on *WOX4* activity, a responsiveness of the *WOX4* promoter in transient expression systems, binding of the ARF5 protein to a distinct canonical AuxRE element in the WOX4 promoter and an epistatic genetic relationship between *WOX4* and *ARF5*, we propose that ARF5 fulfils its function partly by directly attenuating *WOX4* activity. Therefore, we propose that ARF5 acts as one hub modulating the activity of a multitude of genes in *PXY*-positive cells to foster the transition from stem cells to differentiated vascular cells.

Of note, one or several ARF transcription factors specifically promoting stem cell attributes in *PXY*-positive cells most likely exist because blocking auxin signalling or reducing auxin levels in those cells counteract cambium activity overall (Fig. 9h). A scenario in which a concerted action of various ARFs regulate different aspects of cambium activity provides an explanation for why ARF5 acts as a transcriptional repressor of *WOX4* in a cambium context but *WOX4* depends positively on auxin signalling overall. Competition for promoter binding between ARF5 and ARFs with a stronger positive effect on WOX4 transcription would classify ARF5 as a transcriptional repressor in this specific case. Alternatively, ARF5-dependent recruitment of other transcriptional repressors, whether directly or indirectly, to the *WOX4* promoter would have the same effect. Especially our finding that ARF5 binds only to one out of the two predicted ARF-binding sites in in vitro assays gives room for a more complex occupancy of the *WOX4* promoter by ARF transcription factors in vivo. Consistent with the possibility that ARF5 does not necessarily act as a transcriptional activator, it represses *AUXIN RESPONSE REGULATOR15* (*ARR15*) and *STOMAGEN* in the SAM and in leaf mesophyll cells, respectively^5,50^. As observed for *WOX4*, both promoters are yet induced by ARF5 in transient expression systems^50^. The role of ARF5 in transcriptional regulation does therefore depend on the target promoter and the respective cellular environment, a phenomenon which has also been described for other ARF transcription factors^62,63^. Remarkably, not only xylem-related but also phloem-related genes are activated in stems when inducing *GR-ARF5∆III/IV* plants. This would argue for a general role of *ARF5* in promoting vascular differentiation and for the existence of one pool of stem cells marked by *PXY* promoter activity and feeding both xylem and phloem production. 

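Of 29 tested phloem genes, 5 rose and 1 fell (7 and 3 when adjusted over the list alone), and the median log2 fold change was 0.04. *CLE25*, which encodes a peptide of early phloem, rose from 8.60 ± 1.18 to 22.0 ± 2.65 CPM (SD, n = 3 each), *OPL2*, related to the protophloem gene *OPS*, from 5.97 ± 0.495 to 13.8 ± 0.835 CPM, *SMXL3*, a promoter of phloem formation, from 8.57 ± 1.13 to 13.6 ± 0.371 CPM and the receptor gene *BAM3* from 59.1 ± 3.91 to 79.1 ± 6.28 CPM, besides *CVP2*. *SWEET12*, a sucrose efflux transporter gene, fell from 46.3 ± 23.8 to 15.2 ± 1.55 CPM, with 19.8 CPM in mock replicate 2. *BAM3* and *SWEET12* were chosen after their values were seen. Taken by itself, the list passed a set test with an upward direction (fry of limma, adjusted p = 0.0158). Its log2 fold changes were above 0 for 16 members and below 0 for 13. The comparison with other genes did not pass (camera, adjusted p = 0.348, and 0.631 with an estimated correlation).
The number that rose was 3 without mock replicate 1, mock replicate 3 or any 1 Dex replicate, where *SMXL3*, *BAM3* and *SWEET12* lost their calls (edgeR, adjusted p = 0.0613 to 0.161). The call of *SWEET12* was also lost with limma-voom and both limma fits on RPKM. Those of *SMXL3* and *BAM3* were lost with a replicate block, and that of *BAM3* with both fits on RPKM too. Without mock replicate 2, 6 rose and 3 fell.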

Alternatively, promotion of xylem differentiation is translated rapidly into the promotion of phloem differentiation by cell-to-cell signalling. The fact that the stem cell-to-phloem ratio is not altered in *arf5* mutants would argue for the latter option.

Consistent with a crucial role of cell-autonomous auxin signalling in cambium stem cells, *ARF3*, *ARF4* and *ARF5* expression was found in *PXY*-positive cells with *ARF5* being exclusively active in those. *ARF3* and *ARF4* have previously been shown to act in part redundantly in the establishment of abaxial identity in lateral organs^37^. In line with this function, we found both genes being mostly expressed distally of the cambium in phloem-related cell types. In fact, the lack of any effect on cambium or *WOX4* activity when modulating *ARF3* activity exclusively in *PXY*-positive cells suggests that at least *ARF3* functions outside of this domain when regulating cambium activity and that ARF transcription factors positively regulating *WOX4* transcription still have to be discovered. Whether the phloem-related expression of *ARF3* and *ARF4* modulates the activity of cambium regulators expressed in areas distally to the *PXY* expression domain like MORE LATERAL GROWTH1 (MOL1)^29^ or CLAVATA/ESR41/42/44 (CLE41/42/44)^26,27,64^ remains to be determined. Transcriptionally, at least, our modulation of auxin signalling had no effect on *MOL1* or *CLE41/42/44* mRNA abundance.

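*MOL1*, a receptor-like kinase gene that represses cambium activity, had 25.9 ± 1.44 CPM in mock and 23.7 ± 1.40 CPM in Dex libraries (SD, n = 3 each), 0.917-fold (approximate 95% interval 0.794 to 1.06, edgeR adjusted p = 0.528). Of the genes for the phloem-derived peptides that act on PXY, *CLE41* had 60.5 ± 5.66 and 74.3 ± 2.56 CPM, 1.23-fold (interval 1.07 to 1.41, edgeR adjusted p = 0.117). *CLE42* had 0.895 ± 0.593 and 1.71 ± 0.503 CPM, 1.91-fold (interval 0.957 to 3.82, log2 fold change 0.67 to 1.61 with 1 library left out, edgeR adjusted p = 0.314), and *CLE44* had 7.15 ± 0.461 and 5.74 ± 0.443 CPM, 0.803-fold (interval 0.635 to 1.02, edgeR adjusted p = 0.316). None of the 4 genes passed the test over all genes.
*CLE41* passed without mock replicate 2 (edgeR, adjusted p = 0.0389, range over the alternatives 0.0389 to 0.295), and all 3 of its Dex values exceeded all 3 mock values. *CLE44* overlaps by 492 bases with a gene with 137 reads.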

Collectively, we found a role of auxin signalling in the cambium sharing features with both the situation in the RAM where auxin regulates cell divisions^65^ and the SAM where auxin, and particular ARF5, is strongly correlated with cell differentiation^4^. Thereby, we enlighten a long-observed role of auxin signalling in radial plant growth and reveal that its function is partly specific in different stem cell niches. The involvement of different auxin signalling components regulating individual aspects of meristem activity may provide a set-up required for regulating a complex developmental process by one signalling molecule.

## Methods

### Plant material

All plant lines used in this study were *Arabidopsis thaliana* (L.) Heynh. plants of the accession Columbia (Col-0), except for the *mp-B4149* mutant, which has the Utrecht background^41,66^. The *arf3-1* (SAIL_1211_F06, N878509), *ett-13* (SALK_040513, N540513), *mp-S319* (SALK_021319, N521319), *wox4-1* (GK_462GO1, N376572) and *pxy-4* (SALK_009542, N800038) mutants, as well as the *pDR5rev:GFP* reporter line (N9361^30^), were ordered from the Nottingham Arabidopsis Stock Centre (NASC). The *mp-B4149* and *arf4-2* (SALK_070506) mutant were provided by Dolf Weijers (University of Wageningen, The Netherlands) and Alexis Maizel (COS Heidelberg, Germany), respectively. Genotyping was performed by PCR using primers listed in Supplementary Table 1. Genotyping of *mp-B4149* was done using the MP_for8/MP_rev8 primer pair for amplification and the MseI restriction enzyme for detecting polymorphisms.

### Plant growth and histological analyses

Plants destined for histology were grown for 3 weeks in short day (SD) conditions (8 h light and 16 h dark) and then transferred to long day (LD) conditions (16 h light and 8 h dark) to induce flowering and used for histology at a height of 15–20 cm. Stem segments of at least 1 cm in length (including the stem base) were harvested, embedded in paraffin and sectioned using a microtome (10 µm sections). After deparaffinization, sections were stained with 0.05% toluidine blue (Applichem), fixed with Entellan (Merck) and imaged using a Pannoramic SCAN digital slide scanner (3DHistech). Pictures were analysed in a blind test using the Pannoramic Viewer 1.15.4 software (3DHistech). For quantitative analyses, at least five plants were analysed for each data point.

### Statistical analyses

Statistical analyses were performed using IBM SPSS Statistics for Windows, Version 21.0. Armonk, NY: IBM Corp. Means were calculated from measurements with sample sizes as indicated in the respective figure legends. In general, all displayed data represent at least two independent, technical repetitions, unlike otherwise indicated. Error bars represent ±standard deviation. All analysed datasets were prior tested for normal distribution by Kolmogorov–Smirnov test and for homogeneity of variances by the Levene statistic. Significant differences between two datasets were calculated by applying a Welch’s *t*-tests or Student’s *T*-test depending on the homogeneity of variances. The significance thresholds were set to *p*-value <0.05 (indicated by one asterisk). For multiple comparisons between three or more datasets, a one-way analysis of variance was performed, using a confidence interval of 95% and a post-hoc Bonferroni for comparisons of data sets of homogenous variances or a post-hoc Tamhane-T2 in case variances were not homogenous.

### Sterile culture

To induce adventitious root formation in the strong *arf5* mutant allele *mp-B4149*, seeds were liquid sterilized by 70% ethanol and incubation in 5% sodiumhyperchloride followed by three washes with ddH_2_O. After stratification at 4 °C in the dark for 3 days, seeds were sown on 1/2 Murashige–Skoog (MS) medium plates (including B5 vitamins) in rows and grown vertically. After 7 days of growth under SD (8 h light, 16 h dark) conditions, rootless mutant as well as wild-type-looking seedlings from the segregating population were bisected with a scalpel and transferred to adventitious root-inducing medium (1/2 MS (including B5 Vitamins) + 1.5 % sucrose + 3 µg/ml indole butyric acid + 0.7 % agar + 50 µg/ml ampicillin)^43^. After additional 2 weeks of growth under SD conditions, successfully rooted seedlings were transferred to soil and grown under SD conditions for 1 additional week before they were transferred to LD conditions. Plants that survived the transfer were genotyped for *mp-B4149* and only wild-type and homozygous mutant plants were used for histological analysis at a plant height of 15–20 cm as described in the previous section.

### Plasmid construction

To avoid diffusion, all fluorescent proteins were targeted to the ER by fusing them to the corresponding sequence motif (ER+HDEL motif^67^). For generating *pDR5revV2:YFP* (*pKB46*), we initially inserted the *ADAPTOR PROTEIN-4 MU-ADAPTIN* (*AP4M*, At4g24550) terminator, amplified from genomic DNA using the At4g24550_for1/At4g24550_rev1 primer pair, into *pLC075* containing the *DR5revV2* promoter fragment^31^ using BamHI/XhoI restriction sites. A fragment carrying the *ER-EYFP-HDEL* coding sequence (CDS) was inserted in the resulting *pLC075:AP4Mterm* using the BamHI restriction site, to obtain *pLC075:YFP:AP4Mterm*. The complete reporter fragment was inserted in the binary vector *pGreenII0179*^68^ using KpnI/XhoI restriction sites. For generating *p35S:Myc-GR-bdl* (*pKB9*), the *Myc-GR-bdl* fragment was amplified from genomic DNA of *pRPS5a:Myc-GR-bdl*^58^ using the Myc_for1/BDL_rev3 primer pair. The resulting fragment was inserted into the *pGreen0229* vector^68^ containing the 35S promoter (*pGreen0229-35S*) using XbaI/BamHI restriction sites. To produce *pAlcA:iaaM* (*pKB2*), the *iaaM* CDS was amplified from *piaaM* (*pIND:IND-iaaM*)^69^ using the IAAMfor1/IAAMrev1 primer pair and introduced into *pGreen0229-AlcA*^32^ using AatII/EcoRI restriction sites. *pWOX4:AlcR* (*pTOM55*) was produced by amplifying the *WOX4* promoter using the primers WOX4for11/WOX4ref9 and inserting the resulting fragment into *pAlcR-GUS*^32^ using SpeI/NotI sites. The *pPXY:Myc-GR-bdl* (*pKB45*) construct was generated by cloning the *Myc-GR-bdl* fragment, amplified from *pKB9* using the Myc_for5/BDL_rev7 primer pair, in *pGreen0229* containing the PXY promoter (*pTOM50*^28^) using NcoI/Cfr9I restriction sites. The promoter regions of *BDL*^35^ were amplified from genomic DNA using the BDL_for2/BDL_rev4 and BDL_for3/BDLrev5 primer pairs. Both fragments were cloned into *pGreenII0179* using NotI/XbaI and Cfr9I/KpnI restriction sites, respectively. The resulting plasmid (*pKB27*) was used to produce the *pBDL:YFP* (*pKB28* using ER-EYFP-HDEL) and *pBDL:Myc-GR-bdl* (*pKB29*) constructs by inserting fragments carrying the respective CDSs using NcoI/Cfr9I restriction sites. For generating *ARF3*, *ARF4* and *ARF5* reporter constructs, promoter regions of the three genes were amplified from genomic DNA using the ARF3for1/ARF3rev1 and ARF3for2/ARF3rev2, ARF4for1/ARF4rev1 and ARF4for2/ARF4rev2 and MP_for7/MP_rev5 and MP_for5/MP_rev6 primer pairs. Both fragments were cloned for each gene into *pGreen0229* using NotI/BamHI and BamHI/KpnI (*ARF3*), NotI/SpeI and Cfr9I/KpnI (ARF4) and NotI/BamHI and BamHI/ApaI (*ARF5*) restriction sites. The resulting plasmids (*pKG40* (*ARF3*), *pKG41* (*ARF4*) and *pKB3* (*ARF5*)) were used to produce the *pARF3:YFP* (*pKB30*), *pARF4:YFP* (*pKB31*), *pARF5:YFP* (*pKB24*) and *pARF5:mCherry* (*pKB4*) constructs by inserting fragments carrying the respective CDSs using BamHI, SpeI and NdeI/XhoI restriction sites, respectively. To produce *p35S:GR-ARF3* (*pKB42*) and *p35S:GR-ARF5* (*pKB17*), we amplified the GR open reading frame from *pKB9* using the GR_for1/GR_rev3 primer pair and inserted the resulting fragment in *pGreen0229-35S* using XbaI/Cfr9I restriction sites. An additional unannotated SalI restriction site in the *pGreen0229* backbone was removed by PCR-based silent mutagenesis using the NOS-mut_for1/NOS_mut_rev1 primer pair. In the resulting *pGreen0229-35S:GR* (*pKB41*) vector, we inserted the *ARF3* and *ARF5* CDS, amplified from cDNA using the ARF3_for4/ARF3_rev4 and MP_for16/MP_rev14 primer pair, using SalI/Cfr9I and SalI/EcoRI restriction sites, respectively. *pPXY:GR-ARF3* (*pKB43*) was generated by cloning the *GR-ARF3* fragment, amplified from *pKB42* using the GR_for5/ARF3_rev4 primer pair, in *pTOM50* using NcoI/Cfr9I restriction sites. For generating *pPXY:GR-ARF5∆III/IV* (*pKB25*), the *GR-ARF5∆III/IV* fragment with a stop codon was amplified from *pKB17* using the MP_for18/MP_rev16 primer pair and inserted in *pTOM50* using NcoI/Cfr9I restriction sites. For generating the *pWOX4:LUC (firefly);p35S:LUC (Renilla)* (*pKB55*) reporter, the *pZm3918:LUC (firefly)* fragment in *pZm3918:LUC (firefly);p35S:LUC (Renilla)* (*pGreen-LUC-REN*) was excised by digest with KpnI/XbaI and replaced by a *pWOX4:LUC* (firefly) fragment previously excised from *pWOX4:LUC* (*pMS80*) using KpnI/NheI restriction sites. To produce *p35S:ARF3* (*pKB44*), the *ARF3* CDS was amplified from *pKB42* using the ARF3_for6/ARF3_rev4 primer pair and introduced it in *pGreen0229-35S* using XbaI/Cfr9I restriction sites. For generating *p35S:ARF5∆III/IV* (*pKB40*), the ARF5*∆III/IV* CDS was amplified from *pKB25* using MP_for17/MPrev15 and introduced in *pGreen0229-35S* using XbaI/EcoRI restriction sites. All constructs were sequenced, and after plant transformation by floral dip^70^, single copy transgenic lines were identified by Southern blot analyses and representative lines were used for crosses and further analyses. The promoter regions of *RUL1*^36^ were amplified from genomic DNA using the RULfor2/RULrev2 and RULfor3/RULrev3 primer pairs. Both fragments were cloned into *pGreen0229*^68^ using XhoI/EcoRI and SpeI/NotI restriction sites, respectively. The resulting plasmid (*pJA16*) was used to produce the *pRUL1:YFP* (*pJA19* using ER-EYFP-HDEL) construct by inserting fragments carrying the respective CDS using NdeI/XmaI restriction sites. For generation of the bacterial expression vector *pMG210*, a 6xHis tagged N-terminal fragment of the maltose binding protein (MBP)^71^ was amplified from *pMAL-c2X* (New England Biosciences) using the malE_fw2/malE_rv1 primer pair and inserted into *pMAL-c5X* (New England Biosciences) using MunI/BglII restriction sites. The plasmid *pMG210* was further modified by replacing the C-terminal fragment of MBP, which contains the Factor Xa protease cleavage site, with the respective fragment from *pETMBP*_*1a*^72^, which contains a TEV protease cleavage site, by using BglII/NcoI restriction sites to generate *pJH036*. To produce the final expression vector *pMG307*, the ARF5 DNA-binding domain (ARF5-DBD, aa 120-274) was amplified from cDNA using the ARF5-DBD_fw1/ARF5-DBD_rv1 primer pair and cloned into *pJH036* using NcoI/XhoI and NcoI/SalI restriction sites, respectively. All primers mentioned in this section are listed in Supplementary Table 1.

### Confocal microscopy and image analysis

For imaging fluorescent reporter lines in stems, rough hand sections were produced with a razor blade (Wilkinson Sword) and analysed using an LSM 780 spectral confocal microscope (Carl Zeiss) equipped with the Zen 2012 software (Carl Zeiss) and a Nikon A1+ confocal microscope with the Nikon NIS Elements AR4.50.00 software. Stem sections (except for *pARF5:mCherry*) were counterstained for 5 min with 5 μg/ml propidium iodide (PI; Merck) dissolved in tap water. PI was excited at 561 nm (DPSS laser) and detected at 590–690 nm. YFP was analysed with excitation at 514 nm (Argon laser) and detection at 516–539 nm. Cyan fluorescent protein (CFP) was excited at 458 nm (Argon laser) and detected at 462–490 nm, while green fluorescent protein (GFP) was excited at 488 nm (Argon laser) and detected at 499–544 nm. mCherry reporter activity was analysed with excitation at 561 nm (DPSS laser) and detection at 597–620 nm. Transmitted light pictures were generated using the transmission photo multiplier detector of the microscope. For Nikon A1+ confocal microscopy, CFP was excited with 457 nm and detected using the 482/35 filter. YFP was excited at 514 nm and detected with the 540/30 filter, PI was excited at 561 nm and detected with 595/50 filter, while autofluorescence of xylem cells were excited at 405 nm and detected with the 450/50 filter. Five-day-old *Arabidopsis* seedlings were counterstained with the cell membrane dye FM® 4–64 (Thermo Fisher Scientific) to visualize cell borders^73^. FM® 4–64 was excited at 561 nm (DPSS laser) and detected at 653–740 nm. For heat maps displaying reporter activity, images obtained using the fluorescence-specific channel from mock and Dex-treated samples were combined in one picture and analysed using ImageJ2. Fire mode in Lookup Tables shows the fluorescent signal’s intensity as heat maps.

### Pharmacological treatments

Stock solutions of 25 mM Dex (VWR) dissolved in 100% Ethanol and 10 mM CHX (Carl Roth) dissolved in ddH_2_O were freshly prepared prior to use. For long-term Dex treatments, plants were initially grown for 3 weeks without treatment in SD conditions to circumvent growth defects during early plant development. Plants were then transferred to LD conditions and watered twice a week with either 15 µM Dex (25 mM Dex stock diluted in tap water) or mock solution (equal amount of 100% Ethanol in tap water) until they reached a height of 15–20 cm and were harvested for histology. For short-term Dex treatments 15–20 cm tall plants were dipped headfirst in 15 µM Dex (25 mM Dex stock diluted in tap water + 0.02% Silwet) or Mock solution (equal amount of 100% Ethanol in tap water + 0.02% Silwet) for 30 s. Subsequently, plants were transferred to LD growth conditions, watered with 15 µM Dex or Mock solution and incubated until harvest of second internodes for RNA isolation. For additional short-term CHX treatment, 10 mM CHX stock was added to the 15 µM Dex and Mock solution to a final concentration of 10 µM and the plants were treated in the same way as described before. For inducing the AlcA/AlcR system^32^, plants where grown for 3 weeks in SD, transferred to LD until bolting. When plants where 0.5–3 cm tall, they were put under a plastic dome together with 2× 15 ml 70% ethanol in round petri dishes and left overnight. Plants were harvested 10 days after induction and wild-type plants were around 25 cm tall.

### Transient reporter activity assays

For transient reporter activity assays, protoplasts derived from an *Arabidopsis* (Col-0) dark-grown root cell suspension culture (kindly provided by Claudia Jonak, GMI, Vienna) were isolated and transfected. For transfection, we used 10 µg of reporter construct (*pKB55*) containing *p35S:LUC* (*Renilla*) as an internal control and 10 µg of each effector construct. The transfected protoplasts were diluted with 240 mM CaCl_2_ (1:3) followed by cell lysis and dual-luciferase assay using the Dual-Luciferase Reporter Assay System (Promega) and following the manufacturer’s instructions. Luminescence was measured using a Synergy H4 Hybrid Multiplate Reader (BioTek). For each reporter/effector combination, 3–5 technical replicates were done and the experiments were repeated at least three times. For experimental analysis, Firefly Luciferase activity was normalized to Renilla Luciferase activity.

### RNA preparation and quantitative reverse transcriptase-PCR (qRT-PCR)

Frozen plant material from second internodes or the stem base (including 5 mm above) of 15–20 cm tall plants (three biological replicates (three plants each) per genotype/treatment) were pulverized with pestle and mortar and RNA was isolated by phenol/chloroform extraction. RNA elution in RNase-free water was followed by treatment with RNase-free DNase (Thermo Fisher Scientific) and reverse transcription (RevertAid First Strand cDNA Synthesis Kit; Thermo Fisher Scientific). cDNA was diluted 1:25 prior to amplification. qRT-PCR was performed using SensiMix™ SYBR® Green (Bioline Reagents Ltd) mastermix and gene-specific primers (listed in Supplementary Table 1) in a Roche Lightcycler480 following the manufacturer’s instructions. Experiments were performed in triplicates with plant material of three plants being pooled for each replicate. Two reference genes (ACT2 and EIF4a) were used to normalize our signal. Error bars: ±standard deviation. Raw amplification data were exported and further analysis and statistical tests were done using Microsoft Excel 2010.

### Transcriptional profiling

Ten μg of total RNA for each sample were treated with RNase-free DNase (Thermo Fisher Scientific) and purified using RNA-MiniElute columns (Qiagen) following the manufacturer’s protocol. Library preparation and next-generation-sequencing (NGS) was performed at the Campus Science Support Facilities (CSF) NGS Unit (www.csf.ac.at) using HiSeqV4 (Illumina) with single-end 50-nucleotide reads. Reads were aligned to the *A. thaliana* Columbia (TAIR10) genome using CLC Genomics Workbench v7.0.3 and analysed using the DESeq package from the R/Bioconductor software^75^. Dex-treated samples were compared to mock-treated samples with a stringency of *p*-value <0.05 determined analogous to Fisher’s Exact Test. Data processing was further analysed using VirtualPlant 1.3^76^ Gene Sect and BioMaps with a cut-off *p*-value <0.05 and cut-off *p*-value <0.01, respectively, which was determined by Fisher’s Exact Test (with false discovery rate correction). Data were aligned to The *Arabidopsis* Information Resource (TAIR) databases and as background population for all analysis the *A. thaliana* Columbia (TAIR10) genome was used. Further data processing was done in Microsoft Excel 2010.

### ARF-binding site prediction

Three thousand bp upstream of the start codon of the *WOX4* gene were used for the ARF-binding site prediction. In this analysis, one frequency matrix from CIS-BP^77^ (M0147_1.02) and two from a Dap-seq analysis^78^ (ARF_ARF2_col_v31, ARF_ecoli_MP_col) were applied. We computed position weight matrices as log-odds weights^52^. The significance of potential sites was estimated as a *p*-value derived from a matrix score^79^.

### ARF5-DBD purification from bacteria

For the *Escherichia coli* expression culture 100 ml LB medium containing ampicillin (100 µg/ml) and chloramphenicol (25 µg/ml) was inoculated with 5 ml of an overnight culture of the Rosetta (DE3) pLysS strain (Novagen) previously transformed with *pMG307* and grown at 37 °C until an OD_600_ of 0.6 was reached. Expression of the (6xHis)MBP-ARF5-DBD fusion protein was induced by adding IPTG to a final concentration of 1 mM, and the culture was incubated for additional 5 h. Cells were harvested by centrifugation at 3000 × *g* for 20 min and the pellet stored at −20 °C. All subsequent steps were performed on ice or at 4 °C. The recombinant fusion protein was released from thawed cells by resuspension of the pellet in 2 ml lysis buffer (20 mM Tris-HCl pH 8, 150 mM NaCl, 2 mM dithiothreitol (DTT), 0.1% Lysozyme (Roth), 7.5 U/ml Benzonase (Novagen), 1× complete EDTA-free Protease Inhibitor (Roche), 0.2% Nonidet P40) and pulsing three times for 10 s at 5% amplitude with the S-4000 sonicator (Misonix) using a microtip. The lysate was cleared by centrifugation at 10,000 × *g* for 20 min and the supernatant loaded on a pre-equilibrated Ni-NTA purification column. To prepare the Ni-NTA purification column, 400 µl of Ni-NTA Superflow resin (Qiagen) was applied to a Micro Bio-Spin Column (Bio-Rad), washed with 2 ml Milli-Q water (Micropore) and equilibrated with 2 ml wash buffer 1 (20 mM Tris-HCl pH 8, 150 mM NaCl, 2 mM DTT, 0.2% Nonidet P40, 10 mM Imidazole pH 8) using gravity flow. The loading step was repeated twice to enhance binding of the (6xHis)MBP-ARF5-DBD fusion protein. The resin was sequentially washed with 2 ml of each of the following buffers: wash buffer 1, wash buffer 2 (20 mM Tris-HCl pH 8, 150 mM NaCl, 2 mM DTT, 10 mM Imidazole pH 8), wash buffer 3 (20 mM Tris-HCl pH 8, 1 M NaCl, 2 mM DTT, 10 mM Imidazole pH 8), and wash buffer 4 (20 mM Tris-HCl pH 8, 1 M NaCl, 2 mM DTT, 20 mM Imidazole pH 8). The fusion protein was released from the resin by adding 1 ml elution buffer (20 mM Tris-HCl pH 8, 1 M NaCl, 2 mM DTT, 330 mM Imidazole pH 8), incubated with 10 µg TEV protease overnight and the reaction was subsequently loaded on a pre-equilibrated SP purification column. Preparation of the SP purification column was done by applying 400 µl of SP Sepharose Fast Flow (GE Healthcare) to a Micro Bio-Spin Column (Bio-Rad), washing with 2 ml Milli-Q water (Micropore) and equilibrating with 2 ml SP wash buffer (20 mM Tris-HCl pH 8, 150 mM NaCl, 2 mM DTT) using gravity flow. The loading step was repeated twice to enhance binding of the ARF5-DBD. The resin was washed by adding 2 ml of SP wash buffer, and the purified protein was released upon addition of 250 µl SP elution buffer (20 mM Tris-HCl pH 8, 500 mM NaCl, 2 mM DTT). Concentration of the purified ARF5-DBD was determined by absorption at 280 nm considering molecular weight and molar extinction coefficient and purity verified by sodium dodecyl sulfate-polyacrylamide gel electrophoresis followed by Coomassie Brilliant Blue staining.

### Fluorescent EMSAs

EMSAs were performed using fluorescent probes produced by annealing complementary pairs of CY5 5ʹ-labelled oligonucleotides (Eurofins) in annealing buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 50 mM NaCl). Oligonucleotide sequences are listed in Supplementary Table 1. For the binding reactions, 12.5 pmol of the ARF5-DBD was incubated with 200 fmol CY5 probe in binding buffer (final reaction conditions: 10 mM Tris-HCl pH 7.4, 75 mM NaCl, 50 ng/µl Poly(dI-dC) (Thermo Scientific), 1 mM DTT) for 20 min at room temperature. Samples were mixed with 6× Orange G loading dye and applied to a 6% native polyacrylamide gel in 0.5× TBE buffer. Electrophoresis was conducted at 300 V (~20 mA per gel) for 20 min and the gel shifts were subsequently recorded by using the Advanced Fluorescence Imager (Intas) and the ChemoStar Professional software with red dye filter settings (628/32–716/40). Competitor assays were performed as described above but protein amount was doubled and binding reactions were pre-incubated for 10 min with the non-labelled competitor before adding the fluorescent probe.

### Data availability

Raw sequencing data produced in this study have been uploaded to NCBI’s Gene Expression Omnibus (GEO) database^74^ and are accessible through GEO Series accession number GSE98193. The authors declare that all other data supporting the findings of this study are available within the paper and its supplementary information files.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

# Supplementary material for: Spatial specificity of auxin responses coordinates wood formation
**Source:** Nat Commun. 2018 Feb 28;9:875. doi: 10.1038/s41467-018-03256-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Supplementary Files

File Name: Supplementary Data 1

Description: Genes responding to auxin signaling in the cambium.

File Name: Supplementary Data 2

Description: GO terms and categories of identified genes.

How the deposited data were processed for this re-analysis (not part of the article)

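Second internodes of *pPXY:GR-ARF5∆III/IV* plants were profiled after mock treatment or after 3 h with 15 µM Dex, with 3 libraries in each group and, by the methods' section on RNA preparation, 3 plants in each replicate; the deposited description has RNA of 3 samples pooled, and whether a library holds 3 plants or 3 RNA samples is not stated. The authors aligned the reads to TAIR10 with CLC Genomics Workbench and, as deposited, gave for each gene the read counts over the whole gene, over exons and of uniquely mapped reads. The authors' RPKM values are the exon read counts scaled by exon length and library total. The deposited tables held 33323 entries, of which 5 without a gene name were left out (0.0803% to 0.0998% of the reads), and 6118 had no exon length, so no RPKM. Conditions were taken from the sample labels, and dose, time and plants per replicate from the paper. The *p35S:Myc-GR-bdl* libraries were not analysed here. A reference annotation of TAIR10.1, which holds 32818 of the gene identifiers and names 10649 of them, was used for gene names and for which genes overlap, and no coordinates are given because the deposited tables name no annotation release.

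Differences between Dex and mock libraries were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the counts over whole genes, after TMM normalization (factors 0.969 to 1.04) and edgeR's filter on low counts (a minimum count of 10 and a total of 15), with Benjamini-Hochberg adjustment over the 19347 genes tested and a threshold of 0.05. The libraries held 22871927 to 32099136 reads in genes, of which 96.8% to 97.1% were unique and 98.5% to 98.8% on exons, and the 10 most abundant genes took 4.75% to 5.45%. Levels are means with SD over 3 libraries. For a gene without reads in the mock libraries, the level was set to at most 3 counts over the group and the fold given as a lower bound; intervals and bounds cover counting error or the model's error only. The test was tried on simulated data with the spread of these libraries (the 19347 genes tested). It recovered 8 of 67 genes changed 1.5-fold (11.9%), 48 of 67 changed 2-fold (71.6%) and 64 of 66 changed 4-fold (97.0%), and 14 of 134 calls (10.4%) were of unchanged genes. This share of false calls is above the threshold of 0.05, so the adjusted p may be somewhat optimistic. Fewer genes were changed there than were called in the real data (1295), so the adjusted p was stricter and recovery here may be higher. The changed genes were drawn only from genes of higher counts, and no library was made to stand apart. For genes of low counts, recovery may therefore be lower.

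The following were fixed before the data were examined. The genes named in the text are the 33 genes the paper names, of which *WUS* had no reads, the 11 genes of Fig. 4l, the 10 genes with the largest rise and the 10 with the largest fall that passed with non-overlapping groups and at least 1 CPM in the higher group, and, for each list or category, up to 4 members that passed with the smallest adjusted p or, where fewer than 2 passed, the 2 most abundant; 1 gene that meets these rules is left out of the text. Values of genes in Supplementary Data 1 had been seen in the paper's table before the gene lists were written. Lists that share genes with it are therefore not independent evidence. Other genes are said to be chosen after their values were seen. The 22 gene lists, written from general knowledge (457 genes), were Aux/IAA, GH3, SAUR, auxin transport and ARF genes, ARF5 targets known from other tissues, genes of xylem identity, of the secondary wall and xylem cell death, and of lignin biosynthesis, phloem genes, cambium stem cell genes, expansin, pectin methylesterase and XTH genes, cell cycle, cytokinin, gibberellin and brassinosteroid genes, photosynthesis genes of the green cortex, epidermis genes, genes of touch, wounding and stress, and circadian clock genes. The lists of Supplementary Data 1 and the categories of Supplementary Data 2 were taken from the paper. Lists were also tested with camera (preset correlation 0.01 and, beside it, an estimated correlation) and fry of limma 3.58.1 on voom values. With an estimated correlation, camera also takes its degrees of freedom from the 6 libraries rather than from the genes. Its p can then rise even where the correlation is small. Lists of tapetum and pollen coat, seed storage, abundant root, lateral root initiation and sugar starvation genes were written after the main results were seen and, but for 6 lateral root initiation genes and 1 abundant root gene that are also in the 22 lists, before their own values were; 3 lateral root initiation genes, 1 abundant root gene and 1 sugar starvation gene are in Supplementary Data 1.

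The alternatives were an unadjusted p under 0.05, an adjusted p under 0.01, an added minimum of 1.5-fold, DESeq2 1.42.0, limma-voom, edgeR's exact test with adjusted or unadjusted p, RLE factors, library totals alone, no filter on low counts, at least 10 reads in every library, the replicate number as a block, unique gene reads, exon reads, limma with a trend on log2(RPKM + 1) or log2(RPKM + 0.1) for genes with an RPKM of at least 1 in 3 libraries, and each library left out in turn. After seeing the data, limma-voom with a weight for each library and edgeR's exact test at an unadjusted p under 0.01 were added. All splits of the 6 libraries into 3 and 3 were fitted as well. Positions and matched lists (10000 draws from genes of similar level) were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and intervals of medians from 2000 bootstrap draws.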

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

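The tests of the genes without mock reads were set once these genes had been seen but before the tests' own values were known. The cytokinin list and its tests were planned before the deposited counts were examined. Supplementary Data 1 had been read by then, so the results of that list are not independent evidence.

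With Dex, 14 genes rose that had no read in any mock library (at most 0.0422 CPM), of which the paper discusses only *WOX5*, for the root meristem, and no gene without reads in the Dex libraries fell by edgeR. They reached 0.49 to 9.18 CPM with Dex, at least 11.6-fold to at least 217-fold, and comprise the 9 already named and *PUCHI*, a transcription factor gene of lateral root primordia, *ROPGEF12*, *BGLU19*, *GLN1;5* and *AT2G30766*, these 5 named after their values were seen. None is in Supplementary Data 1, and all 14 passed without mock replicate 2, but *PUCHI*, *ROPGEF12* and *BGLU19* lost their calls without Dex replicate 2 or Dex replicate 3, and *GLN1;5* and *AT2G30766* without any 1 library other than mock replicate 2 (edgeR, adjusted p = 0.0505 to 0.113), *GLN1;5* also with a replicate block, which leaves 9 of the 14 without Dex replicate 2 or Dex replicate 3. Deeper sequencing of the Dex libraries is argued against, since 100% of the genes passed after all libraries were thinned to 22871927 reads. Tapetum and root tissue in the Dex libraries are argued against as well. Of 14 tapetum and pollen coat genes 7.14%, and of 14 abundant root genes 14.3%, had reads in all Dex libraries and lay above all mock libraries. Levels of the most abundant gene were 1750 and 2187 CPM, and 51.7 and 64.8 CPM, in mock and Dex libraries, with 1 and 2 genes over 1 CPM. Flower tissue that does not express these genes was not covered. An induction by the activated ARF5 or by Dex itself stays open as a hypothesis, with no test of either.

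Among 19 tested cytokinin genes, which the paper does not discuss as a group (its text names *IPT3* and *ARR15*, and Supplementary Data 1 lists 8 members), 8 rose above the mock level, but 4 did without mock replicate 1, 5 without mock replicate 3, 4 without Dex replicate 1, 2 without Dex replicate 2 and 2 without Dex replicate 3, and the shift of the list (camera, adjusted p = 0.000719) had adjusted p = 0.465 with an estimated correlation.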

How the results depend on the processing

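Chosen only after the data were seen were limma-voom with sample weights, edgeR's exact test at an unadjusted p under 0.01 and the count of splits for the members of the gene lists. The numbers of genes higher and lower with Dex (895 and 400) were 2408 and 1969 at an unadjusted p under 0.05, 305 and 62 at an adjusted p under 0.01, 1399 and 948 with DESeq2, 1510 and 1028 with the exact test at an unadjusted p under 0.01, 2336 and 1968 with it at an unadjusted p under 0.05, 1527 and 973 with sample weights, and 337 to 1918 and 70 to 1559 with 1 library left out. The lower genes were also 845 with the exact test, 261 with a replicate block and 253 and 253 with limma on log2(RPKM + 1) and log2(RPKM + 0.1). Whether libraries of the same replicate number belong together is not stated. Not every library resembled most the library of its own number, but with 3 libraries in each group this cannot show that they are unpaired. Of the list induced by GR-ARF5 and repressed by bdl (232), 135 passed at an adjusted p under 0.01 and 134 to 277 with 1 library left out. Of the list repressed by GR-ARF5 and induced by bdl (71), 141 passed at an unadjusted p under 0.05, 14 at an adjusted p under 0.01, 109 with DESeq2, 115 and 141 with the exact test at an unadjusted p under 0.01 and 0.05, 46 with a replicate block and 17 to 99 with 1 library left out. Of the genes repressed by both (20), these numbers were 71, 4, 51, 54 and 71, with 46 by the exact test, 9 and 9 by limma on both RPKM scales, 49 with sample weights and 4 to 42 with 1 library left out. Of the genes induced by both (31), they were 71, 7, 54, 59 and 71, with 53 by the exact test, 51 with sample weights and 8 to 47 with 1 library left out. Of the members of the gene lists, 61 changed, against 164, 31, 107, 119 and 173 in that order, 109 by the exact test, 110 with sample weights, 112 when adjusted over the list alone and 32 to 161 with 1 library left out. In the categories of Supplementary Data 2, 40 genes changed, 25 at an adjusted p under 0.01 and 25 to 46 with 1 library left out. Of phloem genes, 5 rose, against 9 at an unadjusted p under 0.05 (also with the exact test at that level), 3 at an adjusted p under 0.01, 3 with a replicate block and 3 to 6 with 1 library left out. Of the gene lists, 8 were called by camera and 0 with an estimated correlation (0 to 10 over all alternatives). This drop is not an effect of correlation alone, since that test also has fewer degrees of freedom. Causes were not tested otherwise, apart from thresholds, which pass more or fewer genes by construction.

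*WOX4* kept its direction under all 24 alternatives (log2 fold change −0.50 to −0.22) and passed, at −0.36, with edgeR and its exact test at an unadjusted p under 0.05 only. Of 3457 values of the other 147 named genes under the alternatives, 3032 kept their direction and side of the threshold, 335 lost and 72 gained a call and 18 changed sign. None of the last was of the 107 called genes (2498 values). They were *PIN4* with limma on both RPKM scales (0.000685 and 0.00226) and without mock replicate 1 or Dex replicate 1 (−0.235 to 0.0438 over the 6 libraries left out), *CLV1* on both RPKM scales (0.0260 and 0.0289), with sample weights (0.0957) and without mock replicate 2 or Dex replicate 3 (−0.149 to 0.198), *CER6* without Dex replicate 1 (−0.108 to 0.0248), *KS* without mock replicate 1 or Dex replicate 3 (−0.0558 to 0.206), *LAC4* without Dex replicate 2 (−0.0200 to 0.245), *CYCD3;1* with sample weights (−0.00275) and without Dex replicate 1 or 2 (−0.0217 to 0.18) and *CESA4* without Dex replicate 2 or 3 (−0.00861 to 0.203). Thresholds do not change the camera values, and some genes of low counts have no value under the filters, on RPKM or without a library. Genes below the filter were not tested, so at this depth nothing is said of them.

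The 6 libraries allow only 10 splits into 3 and 3, too few for a share under 0.05. The real split alone (1 of 10) gave results of its size for 895 and 400 genes, 232, 71, 20 and 31 genes of the lists of Supplementary Data 1, 40 genes of the categories of Supplementary Data 2 and 61 members of the gene lists, and the highest other split gave 0 for each. The study chose its lists and categories on the real split. Every other split mixes Dex and mock libraries in each group, which adds their difference to the spread. The low counts elsewhere were thus largely set in advance, and nothing is concluded from them. The 8 lists called by camera were matched by the highest other split with 8, and 3 splits, the real one included, reached this number; both others set mock replicates 1 and 3 and a Dex library against the rest.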

Differences from the paper's values

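Chosen only after the data were seen were limma-voom with sample weights and edgeR's exact test at an unadjusted p under 0.01; all other settings named here were set before the data were examined. Fig. 4k of the paper shows, read by eye, about 1900 genes induced and about 1300 repressed in *pPXY:GR-ARF5∆III/IV*, against 895 and 400 at an adjusted p under 0.05 from edgeR; the paper's methods state p under 0.05 and not whether it was adjusted. For the induced genes, the count was within 1.5 times the paper's at an unadjusted p under 0.05 (2408), with DESeq2 (1399), with the exact test (1327), with it at an unadjusted p under 0.05 (2336) and without mock replicate 2 (1918), and for the repressed genes with DESeq2 (948) and without mock replicate 2 (1559). With the other alternatives it was not (305 to 980 induced and 62 to 1969 repressed genes). Of the settings chosen after seeing the values, the exact test at an unadjusted p under 0.01 gave 1510 and 1028 genes and dropped 89 of the 600 genes of Supplementary Data 1, and sample weights gave 1527 and 973 and dropped 118.

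In the paper's Supplementary Data 1, 144 genes are repressed by GR-ARF5∆III/IV and induced by bdl, 71 are repressed by both and 73 induced by both; 71, 20 and 31 of these passed here. For the 144 genes, the unadjusted p under 0.05 (141), DESeq2 (109), the exact test (102), this test at an unadjusted p under 0.05 (141) and the fit without mock replicate 2 (99) came within 1.5 times the paper's number, and the other alternatives did not (14 to 77). For the 71 genes, these were the unadjusted p under 0.05 (71), DESeq2 (51) and the exact test at an unadjusted p under 0.05 (71), and the others did not (4 to 46). For the 73 genes, they were the unadjusted p under 0.05 (71), DESeq2 (54), the exact test (53) and this test at an unadjusted p under 0.05 (71), and the others did not (7 to 47). Chosen after seeing the values, the exact test at an unadjusted p under 0.01 gave 115, 54 and 59 and sample weights 106, 49 and 51 of these genes. All 595 tested genes of Supplementary Data 1 had a fold change in its direction, and the fold changes of the 24 named genes that it lists were within 1.5 times its values.

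The paper states that *WOX4* is repressed by GR-ARF5∆III/IV. Here the log2 fold change was −0.36 (edgeR, adjusted p = 0.161), called by edgeR and its exact test at an unadjusted p under 0.05. The fold change itself (0.777) was close to the paper's (0.773), so the difference lies in the threshold. The paper also reports lower *WOX4* transcript by qRT-PCR in this line and a weaker *pWOX4:YFP* reporter, which were not examined here. It names *CVL1* among the altered genes; the log2 fold change was 0.46 (edgeR, adjusted p = 0.151), called at an unadjusted p under 0.05, by the exact test at that level, without mock replicate 2 and, chosen after seeing the data, with sample weights. Of the other genes of Fig. 4l, *PUB19*, *AT5G54660*, *MYB29*, *AT1G02660*, *AT1G49200* and *SAUR14* did not pass; all 6 are called at an unadjusted p under 0.05, with DESeq2 and with the exact test, some without mock replicate 2 (*MYB29*, *AT1G02660* and *SAUR14*), and *SAUR14* also without a filter on low counts and with a replicate block. Chosen after seeing the data, the exact test at an unadjusted p under 0.01 calls all 6, and sample weights call *PUB19*, *MYB29*, *AT1G02660* and *SAUR14*. The paper states that *CLE41* did not respond; its log2 fold change of 0.30 did not pass here either (edgeR, adjusted p = 0.117), but was called at an unadjusted p under 0.05, by the exact test at that level, without mock replicate 2 (edgeR, adjusted p = 0.0389) and, chosen after seeing the data, with sample weights. The text of the results gives p under 0.01 beside the 600 genes; in the paper's Supplementary Data 1, 190 of them have a p of 0.01 or more for this line (up to 0.0499), and the methods give 0.05.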

Other observations

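Chosen only after the result was seen were the tests of mock replicate 2 and the test of the harvest time of all Dex libraries, and the sugar starvation list was prompted by other genes that fell. Of 19 auxin transport genes, the influx carrier gene *LAX2* (170 ± 26.5 to 558 ± 47.9 CPM, SD, n = 3 each) was among those that rose and the efflux carrier gene *PIN7* fell (log2 fold change −0.44, edgeR adjusted p = 0.0346), with 2 higher and 2 lower when adjusted over the list alone; *PIN3* (−0.18) and *PIN4* (−0.07) did not pass. Of 15 ARF genes, *ARF11* rose 4.41-fold and *ARF9* fell (−0.49, edgeR adjusted p = 0.0268), with 3 and 1 when adjusted over the list alone; *ARF3* (−0.29), *ARF4* (0.25), *ARF5* (−0.23), *ARF10* and *ARF16* (0.24 each) did not pass. Without mock replicate 2, 6 auxin transport genes were lower and 4 ARF genes higher, *ARF4* among them (edgeR, adjusted p = 0.0132, range over the alternatives 0.0132 to 0.762). *PIN7* lost its call without any 1 library other than mock replicate 2 and *ARF9* without mock replicate 1 or any 1 Dex replicate (edgeR, adjusted p = 0.0807 to 0.146). Both calls were also lost with a replicate block and both fits on RPKM. Of 19 cytokinin genes, the response regulator genes *ARR9* (1.46-fold) and *ARR15* (2.26-fold), the oxidase genes *CKX5* (log2 fold change 1.63; it overlaps by 665 bases with a gene with 2323 reads), *CKX6* (1.67-fold, 15.6% unique reads) and *CKX7*, and *LOG1* (2.11-fold), *LOG4* (5.09-fold) and *LOG5* (0.0882 ± 0.121 to 6.60 ± 2.00 CPM), which activate cytokinin, rose, and the hydroxylase gene *CYP735A2* fell from 3.03 ± 1.21 to 0.432 ± 0.129 CPM (10 higher and 1 lower when adjusted over the list alone); *ARR9*, *CKX5*, *CKX6* and *LOG1* are named after their values were seen. The list was shifted upwards (camera, adjusted p = 0.000719, and 0.465 with an estimated correlation). It was written after Supplementary Data 1, which lists some of its members, had been read. Its counts and shift are therefore not independent evidence. The number that rose was 4 without mock replicate 1, 5 without mock replicate 3, 4 without Dex replicate 1, 2 without Dex replicate 2 and 2 without Dex replicate 3, with *ARR15*, *CKX5* and *CKX6* losing their calls in each of these, *ARR9* without any 1 Dex replicate, *CKX7* without Dex replicate 2 or 3 and *LOG1* without mock replicate 1, Dex replicate 2 or Dex replicate 3 (edgeR, adjusted p = 0.0502 to 0.189). The call of *CKX5* was also lost with limma-voom, unique gene reads and a replicate block. That of *CKX6*, which overlaps by 2234 bases with a gene with 2214 reads, was also lost with library totals alone, a replicate block and both fits on RPKM. *IPT3*, a cytokinin synthesis gene (log2 fold change 0.24), *CLV1* (−0.03) and *STOMAGEN* (−0.43) did not pass.

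Of 14 gibberellin genes, *GA2OX6*, whose enzyme inactivates gibberellin, rose 4.27-fold (1 higher and 4 lower when adjusted over the list alone), and *KS* (log2 fold change 0.07) and *GID1A* (−0.18) did not pass; none fell by edgeR or limma-voom, 4 at an unadjusted p under 0.05, with DESeq2 and with the exact test, 1 without mock replicate 2 and 2 without mock replicate 3, and 2 were higher without mock replicate 1. Of 8 brassinosteroid genes, *BAS1*, whose enzyme inactivates brassinosteroids, rose 4.82-fold (1 higher and 1 lower when adjusted over the list alone), and *DWF1* (−0.16) and *CPD* (−0.21) did not pass; none fell by edgeR or limma-voom, 1 at an unadjusted p under 0.05, with DESeq2 and with the exact test, and 2 were higher without mock replicate 3. Of 13 XTH genes, whose enzymes remodel xyloglucan, *XTH9* (2.27-fold), *XTH16* (2.42-fold) and *XTH22* (3.76-fold) rose and *XTH30* fell (log2 fold change −2.36, −2.79 to −1.64 with 1 library left out, and not passing limma-voom or the fits on RPKM), with 3 and 5 when adjusted over the list alone; 6 were lower without mock replicate 2 and 0 without mock replicate 1, mock replicate 3, Dex replicate 1 or Dex replicate 3. Of 28 cell cycle genes, *CYCD6;1* rose 2.58-fold, but it overlaps by 847 bases with *AT4G03260*, which has 22042 reads and rose as well (log2 fold change 0.58); *CYCD2;1* (0.10) and *CYCD3;1* (0.05) did not pass, 1 was higher when adjusted over the list alone, 2 without mock replicate 3 and 0 without any 1 Dex replicate, and none fell by edgeR or limma-voom, 3 at an unadjusted p under 0.05, 1 with DESeq2 and with the exact test and 4 without mock replicate 2. Of 22 genes of touch, wounding and stress, *HSP90.1* (2.08-fold), *HSP101* (1.54-fold), *ADH1* (1.43-fold) and *XTH22* rose (4 also when adjusted over the list alone) and none fell by edgeR, also at an unadjusted p under 0.05, DESeq2, limma-voom or the exact test; 2 rose without mock replicate 1, mock replicate 3 or Dex replicate 1, and 1 without Dex replicate 2 or Dex replicate 3. *XTH16*, *XTH30*, *CYCD6;1*, *HSP90.1*, *HSP101* and *ADH1* each lost their calls without Dex replicate 1, 2 or 3, all but *CYCD6;1* and *HSP90.1* also without mock replicate 1, and *XTH30*, *HSP90.1* and *ADH1* without mock replicate 3 (edgeR, adjusted p = 0.0503 to 0.157). In the study's category of enzyme linked receptor signalling, which is not independent evidence, 12 of 15 genes rose and 1 fell (14 and 1 when adjusted over the list alone, and 0 lower without mock replicate 1, mock replicate 3, Dex replicate 2 or Dex replicate 3), among those that rose the receptor-like kinase genes *RKL1* (2.36-fold), *TMKL1* (2.11-fold), *AT2G25790* (3.02-fold) and *AT5G14210* (1.79-fold).

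None of 13 photosynthesis genes, 8 epidermis genes and 18 circadian clock genes passed edgeR's test. At an unadjusted p under 0.05, 6, 3 and 3 were lower and 0, 0 and 1 higher; DESeq2 gave 5, 1 and 1 lower and 1 clock gene higher, limma-voom 1 clock gene higher, and the exact test 3 photosynthesis genes and 1 epidermis gene lower and 1 clock gene higher. When adjusted over the list alone, 1 epidermis gene was lower and no other passed. Without mock replicate 2, 13 photosynthesis genes and 2 epidermis genes were lower and 2 clock genes were lower and 2 higher. *RBCS1A* had 5810 ± 1868 CPM in mock and 3936 ± 721 CPM in Dex libraries, and *LHCB1.3* (83.2% unique reads) 5180 ± 1379 and 3226 ± 536 CPM (SD, n = 3 each); the wax genes *CER1* and *CER6* had log2 fold changes of −1.37 and −0.05, and the clock genes *GI* and *LUX* of −0.19 each. The shift of the photosynthesis genes (camera, adjusted p = 0.000169) had adjusted p = 0.631 with an estimated correlation.

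Mock replicate 2 lay near the Dex libraries for SAUR and photosynthesis genes, at median positions of 0.985 and 1.04 where mock replicates 1 and 3 are 0 and the Dex libraries 1, but at 0.286 for xylem identity and −0.00918 for Aux/IAA genes. That this is a wrongly labelled Dex library is argued against by 1900 of the 1918 genes that rise without it, those tested with all 6 libraries too. Their upper quartile lay at 0.632. A mixture with Dex-treated RNA is argued against by the genes that fall. Their median position was higher by 0.457 (bootstrap interval 0.424 to 0.492), although a mixture would give a single position. The median positions were 0.368 for the genes that rose and 0.826 for those that fell, both between mock replicates 1 and 3 and the Dex libraries. A weaker or shorter exposure of mock replicate 2 to Dex was not tested and stays open. A smaller share of green cortex in mock replicate 2 stays open. All 13 photosynthesis genes lay below both other mock libraries there (median log2 difference −0.89). They did not differ by a single factor, as their spread was 2.21 times that between mock replicates 1 and 3. Whether a smaller share would give a single factor was not measured, so this spread cannot decide. Another time of harvest of mock replicate 2 may explain the pattern, since its clock genes differed from those of mock replicates 1 and 3 at the 99.9th percentile of matched lists, but the labels give no time of harvest and no biological explanation was tested. Between the Dex libraries and mock replicates 1 and 3, where SAUR and photosynthesis levels also differed, the clock genes lay at the 51.5th percentile and did not stand out. The matched lists there hold genes that change with Dex, so this percentile cannot exclude another time of harvest.

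Of 23 sugar starvation genes, a list written after other such genes had been seen to fall and with 1 member in Supplementary Data 1, 21 had a log2 fold change below 0 (median −0.53), and *TPS10*, *TPS11*, *AKINBETA1* and *STP1*, named after their values were seen, fell by edgeR (12 lower and 1 higher when adjusted over the list alone). The shift (camera, adjusted p = 1.28e-06) had adjusted p = 0.232 with an estimated correlation, and the number that fell was 1 without mock replicate 1, 7 without mock replicate 2, 6 without mock replicate 3, 1 without Dex replicate 1, 0 without Dex replicate 2 and 1 without Dex replicate 3 (calls lost with edgeR adjusted p = 0.0509 to 0.159), while 1 rose without mock replicate 2 and 1 without Dex replicate 1. Whether the members fall as a group gene by gene is left open. Of them, 17.4% passed, under the 20% set in advance. The test recovered 11.9% of 1.5-fold changes on simulated data, but with 134 calls there against 1295 here the adjusted p was stricter. How often it finds a fall of this size here is thus not known, and the bound cannot decide. That a single mock library sets the whole fall is argued against, since at least 82.6% of the members had a lower Dex mean when 1 mock library was left out. Mock replicate 1 stands apart, however (median level 0.57 on the log2 scale, against 0.23 and −0.07 in mock replicates 2 and 3 and −0.33 to −0.19 in the Dex libraries). The median log2 fold change without it was −0.36, so part of the fall rests on this library. For another time of harvest of the Dex libraries, the clock genes did not stand out, at the 72.4th percentile of matched lists. Those lists hold genes that change with Dex, so this cannot exclude it. A response to the activated ARF5 or to Dex stays open and was not tested.

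After *GATA23*, *WOX5* and *PUCHI* had been seen to rise, the hypothesis that Dex induction raises genes known from lateral root initiation was tested on 13 other genes, of which 6 are also in the lists set earlier: of 8 tested, 12.5% (*CYCD6;1*) rose, 1 when adjusted over the list alone, 2 without mock replicate 2 and 0 without any 1 Dex replicate; none fell by edgeR, DESeq2, limma-voom or the exact test, and 1 did at an unadjusted p under 0.05 and without mock replicate 2. This share cannot decide and the hypothesis is left open. The simulated data, with 11.9% of 1.5-fold changes recovered, held fewer changed genes, so how often the test finds such changes here is not known. As a set, the genes passed fry of limma with an upward direction (adjusted p = 0.0223) while camera did not pass (adjusted p = 0.184). Their log2 fold changes were above 0 for 5 genes and below 0 for 3. Of 13 seed storage genes, 7.69% had reads in all Dex libraries above all mock libraries, and none of the 1 tested rose by edgeR, at an unadjusted p under 0.05, with DESeq2, limma-voom or the exact test, though 1 did without mock replicate 2.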
